# Transcriptome microRNA profiling of bovine mammary epithelial cells challenged with *Escherichia coli* or *Staphylococcus aureus* bacteria reveals pathogen directed microRNA expression profiles

**DOI:** 10.1186/1471-2164-15-181

**Published:** 2014-03-07

**Authors:** Weiwu Jin, Eveline M Ibeagha-Awemu, Guanxiang Liang, Frédéric Beaudoin, Xin Zhao, Le Luo Guan

**Keywords:** microRNA, *E. coli*, *S. aureus*, Mastitis, MicroRNA-sequencing, Bovine mammary epithelial cells

## Abstract

**Background:**

MicroRNAs (miRNAs) can post-transcriptionally regulate gene expression and have been shown to be critical regulators to the fine-tuning of epithelial immune responses. However, the role of miRNAs in bovine responses to *E. coli* and *S. aureus,* two mastitis causing pathogens, is not well understood.

**Results:**

The global expression of miRNAs in bovine mammary epithelial cells (MAC-T cells) challenged with and without heat-inactivated *Staphylococcus aureus (S. aureus)* or *Escherichia coli (E. coli)* bacteria at 0, 6, 12, 24, and 48 hr was profiled using RNA-Seq. A total of 231 known bovine miRNAs were identified with more than 10 counts per million in at least one of 13 libraries and 5 miRNAs including bta-miR-21-5p, miR-27b, miR-22-3p, miR-184 and let-7f represented more than 50% of the abundance. One hundred and thirteen novel miRNAs were also identified and more than one third of them belong to the bta-miR-2284 family. Seventeen miRNAs were significantly (P < 0.05) differentially regulated by the presence of pathogens. *E. coli* initiated an earlier regulation of miRNAs (6 miRNAs differentially regulated within the first 6 hrs post challenge as compared to 1 miRNA for *S. aureus*) while *S. aureus* presented a delayed response. Five differentially expressed miRNAs (bta-miR-184, miR-24-3p, miR-148, miR-486 and let-7a-5p) were unique to *E. coli* while four (bta-miR-2339, miR-499, miR-23a and miR-99b) were unique to *S. aureus*. In addition, our study revealed a temporal differential regulation of five miRNAs (bta-miR-193a-3p, miR-423-5p, miR-30b-5p, miR-29c and miR-un116) in unchallenged cells. Target gene predictions of pathogen differentially expressed miRNAs indicate a significant enrichment in gene ontology functional categories in development/cellular processes, biological regulation as well as cell growth and death. Furthermore, target genes were significantly enriched in several KEGG pathways including immune system, signal transduction, cellular process, nervous system, development and human diseases.

**Conclusion:**

Using next-generation sequencing, our study identified a pathogen directed differential regulation of miRNAs in MAC-T cells with roles in immunity and development. Our study provides a further confirmation of the involvement of mammary epithelia cells in contributing to the immune response to infecting pathogens and suggests the potential of miRNAs to serve as biomarkers for diagnosis and development of control measures.

## Background

Mastitis is an infectious disease of the mammary gland that has been considered as one of the most economically important diseases in the dairy industry for several decades [1]. Mastitis can be caused by a variety of bacteria including Gram-negative *Escherichia coli* (*E. coli*) and Gram-positive *Staphyloccucus aureus* (*S. aureus*) [2]. The mastitis caused by *E. coli* and other Gram-negative bacteria is often clinical with an acute and severe inflammation and the pathogens may be eventually cleared by the immune system within days or with antibiotic treatment [3,4]. In contrast, infection with Gram-positive bacteria like *S. aureus* often causes mild mastitis and the clearance of the pathogens by antibiotics is often ineffective [5].

Efforts at mastitis control include understanding host response mechanisms to infecting pathogens and development of appropriate control strategies. Transcriptomic as well as proteomic profilings have shown a marked difference in the response of host to *E. coli* and *S. aureus* bacteria. Transcriptomic studies on bovine mammary epithelial cells *in vitro* challenged with mastitis pathogens and/or mammary gland tissues collected after intramammary infection revealed very different mechanisms in host innate immune responses to pathogens [6-8]. Differential cytokines and chemokines (at protein level) and other immune response proteins were also observed in bovine mammary epithelial cells and tissues or milk, in response to *E. coli* and *S. aureus*[4,9,10].

Recently, an endogenous noncoding small RNA known as microRNA (miRNA) has been shown to be involved in a wide variety of biological processes such as development, differentiation, apoptosis and viral infection. The role of miRNA in the regulation of the innate and acquired immune response has been well reviewed [11-14]. It was shown that miR-155 promotes the production of TNF-α in human embryonic kidney cells (HEK-293), suggesting the positive role of miR-155 to modulate the release of inflammatory mediators [15]. Recent studies on human epithelial cells infected by a protozoan parasite (*Cryptosporidium parvum*) revealed the up-regulation of let-7i or miR-27b. While let-7i directly regulates the expression of toll-like receptor 4 (TLR4) [16], miR-27b targets KH-type splicing regulatory protein (KSRP) to coordinate TLR4-mediated epithelial immune responses to pathogens [17], indicating that miRNA may act as a critical regulator in epithelial immune responses. In addition, it was suggested that miRNA may modulate epithelial immune responses at every step of the innate immune network, including production and release of cytokines/chemokines, expression of adhesion and costimulatory molecules [18]. It has been clearly demonstrated that bovine mammary epithelial cells mount a robust immune response to the presence of bacterial pathogens [19-21]. However, how miRNAs modulate this robust immune response by the bovine mammary epithelial cells to the presence of the mastitis pathogens, *E. coli* and *S. aureus* bacteria, is poorly understood. Furthermore, studies elucidating the regulatory roles of miRNA in bovine immunity and infection are few. A recent study using quantitative real time PCR technique revealed differential expression of five inflammation related miRNAs (miR-9, miR-125b, miR-155, miR-146a and miR-223) after stimulation of bovine monocytes with lipopolysaccharide (LPS) and *S. aureus* enterotoxin B [22]. Using the same technique, four miRNAs (bta-miR-181a, miR-16, miR-31 and miR-223) out of 14 miRNAs associated with regulation of innate immunity and mammary cell function were shown to be differentially regulated in bovine mammary tissue challenged with *Streptococcus uberis* (*S. uberis*) [23]. These studies suggest roles of miRNAs in bovine mammary gland immunity but the extent of information is limited by the technique used. Increasingly, more robust techniques like microarray and next-generation sequencing are finding applications in the elucidation of miRNAs in immunity [24,25]. In particular, next-generation sequencing has the ability to profile the expression of both known and novel miRNAs with high resolution and accuracy and to distinguish miRNAs that are very similar in sequence as well as isomiRs [26]. Only two studies to date have used next-generation RNA sequencing to study the regulatory roles of miRNAs upon bacterial or viral infections in bovine [25,27]. Using RNA sequencing, 21 miRNAs were detected as significantly differentially expressed upon infection of bovine primary epithelial cells with *S. uberis,* as well as a unique miRNA profile in response to a Gram-positive bacterial infection [25]. However, more information is needed to understand the roles of miRNAs in modulating bovine mammary gland infections for their effective application as biomarkers of mastitis or as therapeutic agents.

To investigate the role of miRNA in host defense to two mastitis pathogens, miRNA expression in bovine mammary epithelial cells (MAC-T) challenged with heat-inactivated Gram-negative *E. coli* stain P4 or Gram-positive *S. aureus* strain Smith CP bacteria were characterized by next-generation sequencing at different time points (6, 12, 24 or 48 hr) following challenge and at 0, 6, 12, 24 or 48 hr without challenge. The next-generation sequencing technology allowed simultaneous detection of known and novel bovine miRNAs, and global miRNAs expression as well as pathogen directed differential miRNA expression patterns.

## Results

### miRNA sequencing

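The 13 libraries came from MAC-T cells, an immortalized bovine mammary epithelial line: 5 control libraries at 0, 6, 12, 24 and 48 h, 4 libraries of cells challenged with E. coli and 4 of cells challenged with S. aureus at 6, 12, 24 and 48 h. Each condition had 1 library, made from RNA pooled over 3 wells, so no value below has a replicate error of its own. The authors trimmed the reads, quantified known and predicted miRNAs with the Quantifier module of miRDeep2 and deposited the CPM values of 282 known and 89 newly predicted miRNAs. Reads that mapped equally well to several mature miRNAs had been divided equally among them, so closely related miRNAs can share values. The number of reads behind each CPM value was estimated from the spacing of the low CPM values in each library. The estimated totals of miRNA reads were 755421, 742848, 743862, 850515 and 1091850 for the control libraries at 0, 6, 12, 24 and 48 h. They were 634947, 642266, 742314 and 713539 for the E. coli libraries and 339095, 641113, 848834 and 602688 for the S. aureus libraries at 6, 12, 24 and 48 h. Summed over the libraries, these estimates lay within 1 read of the read number that Table 1 gives for each of its 18 miRNAs. Between 71.8% and 77.6% of the low values of a library were whole numbers of reads to within 0.0051 CPM, and the remainder were taken as fractions. One read was worth from 0.916 CPM in the control library at 48 h to 2.95 CPM in the S. aureus library at 6 h, and 3 reads, the smallest signal taken as detectable, from 2.75 to 8.85 CPM. The CPM values were used as deposited, without further scaling, and 284 miRNAs with more than 10 CPM in at least one library were analysed. Rescaling with median-of-ratios or trimmed-mean (TMM) factors, other filters and other pseudocounts were tried as alternatives.

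**Figure D1:**
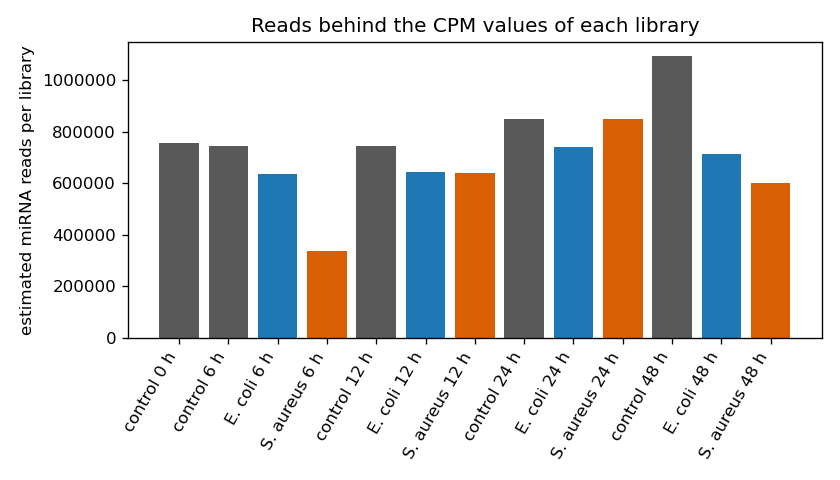
Estimated miRNA reads per library (vertical axis, from 0), by condition. Grey bars are control, blue bars E. coli and orange bars S. aureus libraries, 1 library per bar. The S. aureus library at 6 h was the smallest, with 339095 reads, and the control library at 48 h the largest, with 1091850.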

Thirteen small RNA libraries were constructed and sequenced simultaneously. A total of 15,315,312 high-quality reads were generated. Among them, 12,272,208 sequences ranging from 18 to 30 nucleotides were obtained after adaptor trimming, accounting for 80.1% of all small RNA (sRNA) sequences. Alignment with miRBase (Release 19) revealed that miRNAs were highly enriched in all libraries. 

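The estimated reads of the 282 known miRNAs in the files summed to 9328879 over the 13 libraries. Divided by the paper's number of 18 to 30 nucleotide sequences, this was 76.0%. The classes of tRNA, rRNA and snoRNA reads were not analysed here.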

Of the 18 to 30 nucleotide sRNA fraction, more than three quarters (76.02%) of them were identified as known bovine miRNAs, while only a small number (< 2%) aligned to bovine tRNAs, rRNAs and snoRNAs. The remaining reads were other sRNAs including novel bovine miRNAs (~0.2%), loop sequences of miRNA precursors and sequencing artifacts (Figure 1A). 

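The 89 newly predicted miRNAs listed in the files had 18902 estimated reads in all, which was 0.154% of the paper's number of 18 to 30 nucleotide sequences. As a share of the miRNA reads of a single library, they made up from 0.156% in the S. aureus library at 48 h to 0.230% in the control library at 0 h. Of the 89, 51 exceeded 10 CPM in at least one library.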

The majority of reads from sRNAs and known miRNAs were 20 to 24 nucleotides in length (comprising 89.4% and 96.6% of their total number, respectively). Dominant reads of sRNAs or known miRNAs were 22 nucleotides in length (~50%), followed by 23, 24 or 20 nucleotides, and lastly 21 nucleotides (Figure 1B, C).

**Figure 1:**
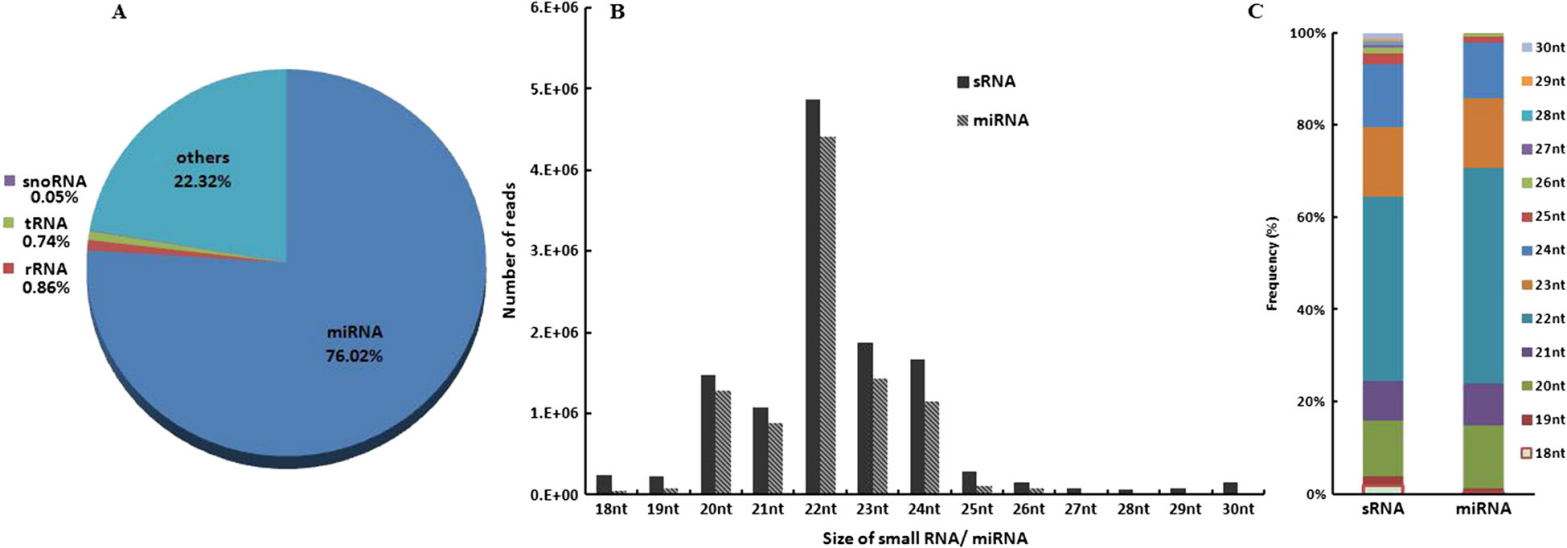
**Detected small RNAs.** A pie graph showing the relative abundance of different classes of small RNAs **(A)**; size distribution of small RNAs or miRNAs **(B)**; frequency distribution of each size (18–30 nts) of small RNAs or all known miRNAs based on all reads **(C)**. miRNA here only indicates known bovine miRNAs in miRBase (Release 19).

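Of the 282 known miRNAs in the deposited tables, 233 exceeded 10 CPM in at least one of the 13 libraries, and 181 did so in all 13. Requiring more than 10 CPM in at least 2 libraries left 226, and raising the limit to 20 CPM left 200. CPM computed over the known miRNAs alone gave 233. Several known miRNAs carried identical values in every library, and counting each such set once left 229. The largest CPM value of 33 of the 233 lay between 10 and 20, which is a few reads in the smaller libraries. At the other end, 138 known miRNAs exceeded 100 CPM in at least one library.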

In total, we identified 231 known bovine miRNAs with more than 10 counts per million (CPM) in at least one library. Among them, 18 highly expressed miRNAs accounted for 78.55% of the total reads of identified known miRNAs (Table 1). 

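In the pooled libraries, the 18 miRNAs of Table 1 took 78.6% of the 9328879 estimated reads of known miRNAs. In single libraries this share ranged from 76.6% in the control library at 48 h to 81.35% in the S. aureus library at 6 h, with a mean over libraries of 78.8% and an SD of 1.25 percentage points (n = 13). With the reads of all listed miRNAs as the denominator, the pooled share was 78.4%. The 18 miRNAs ranked first to eighteenth in pooled reads, in the order of Table 1. The 95% Wilson interval was 78.533% to 78.585% for the pooled share, 76.472% to 76.631% for the control library at 48 h and 81.218% to 81.481% for the S. aureus library at 6 h, and these intervals cover counting error only.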

The top five highly expressed miRNAs were bta-miR-21-5p, miR-27b, miR-22-3p, miR-184 and let-7f, accounting for 16.02%, 15.18%, 8.37%, 5.45% and 5.01% of total known miRNA reads, respectively.

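The pooled share of known miRNA reads was 16.0% (95% Wilson interval 15.999% to 16.046%) for bta-miR-21-5p, 15.2% for bta-miR-27b, 8.37% for bta-miR-22-3p, 5.45% for bta-miR-184 and 5.01% for bta-let-7f. Between libraries, bta-miR-21-5p ranged from 14.2% to 18.8% and bta-miR-27b from 13.0% to 17.0%. bta-miR-21-5p was the most abundant miRNA in 9 libraries, and bta-miR-27b in the control libraries at 24 and 48 h and the E. coli and S. aureus libraries at 24 h. The share of bta-miR-184 varied most in proportion, from 3.81% to 7.93%. bta-miR-22-3p lay between 6.47% and 9.18%, and bta-let-7f between 4.50% and 6.65%. According to Table S1, the hairpin of bta-miR-21-5p lies on chromosome 19 of UMD3.1 from 11033079 to 11033139 on the plus strand, and its mature sequence is UAGCUUAUCAGACUGAUGUUGA.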

**Table 1:** **Top expressed miRNAs in bovine MAC-T cells with or without challenge with *E. coli *** **or *S. aureus *** **bacteria**

**miRNA ID**	**Total no. of reads**	Ratio*			
		**All samples**	**Control group**	***E. coli *** **group**	***S. aureus *** **group**
bta-miR-21-5p	1494737	16.02%	15.89%	16.18%	16.07%
bta-miR-27b	1416234	15.18%	14.65%	15.46%	15.77%
bta-miR-22-3p	780733	8.37%	8.61%	8.38%	7.95%
bta-miR-184	508224	5.45%	5.65%	5.27%	5.30%
bta-let-7f	467126	5.01%	4.83%	4.94%	5.39%
bta-miR-205	424274	4.55%	4.56%	4.67%	4.39%
bta-miR-92a	363202	3.89%	3.74%	4.02%	4.01%
bta-miR-182	362632	3.89%	3.60%	3.87%	4.41%
bta-miR-31	261303	2.80%	2.92%	2.80%	2.60%
bta-let-7a-5p	190668	2.04%	2.19%	1.81%	2.05%
bta-miR-222	172392	1.85%	1.88%	1.84%	1.80%
bta-let-7i	166440	1.78%	1.73%	1.75%	1.92%
bta-miR-221	141821	1.52%	1.57%	1.51%	1.44%
bta-miR-26a	129420	1.39%	1.45%	1.39%	1.28%
bta-miR-148a	123204	1.32%	1.24%	1.40%	1.37%
bta-miR-27a-3p	118012	1.26%	1.34%	1.26%	1.14%
bta-miR-186	104935	1.12%	1.12%	1.15%	1.10%
bta-miR-191	103301	1.11%	1.08%	1.13%	1.12%
Total	7328656	78.55%	78.04%	78.84%	79.11%

*Ratio refers to the total number of reads of a miRNA as compared to all reads of known bovine miRNAs detected in this study (miRBase Release 19).

### Identification of novel miRNAs and miRNA candidates

With the high-throughput sequencing data, miRDeep2 [28] generated a score for each known miRNA and novel miRNA. The score of 5.0 yielded a signal-to-noise ratio of 16.2 [28] and was used as cut-off for novel miRNA prediction (Additional file 1: Table S1.1). A total of 114 novel miRNA hairpins were identified (Additional file 2: Table S2). Moreover, 186 hairpins with lower scores (0–4.9) but having more than 10 total counts were further analyzed and 5 or 153 of them were defined as precursors of novel miRNAs or miRNA candidates, respectively (Additional file 3: Table S3). Although almost all miRNAs have a variety of isoforms, most of the known miRNAs detected or undetected by miRDeep2 (Additional file 1: Table S1.2 and Additional file 1: Table S1.3) were within the size range of 20 to 24 nucleotides. Moreover, a false precursor of bta-miR-532 predicted by miRDeep2 (Additional file 1: Table S1.2) contained a star miRNA of 17 nucleotides in length, indicating that a precursor generating a short miRNA may have a high false positive rate. Therefore, precursors which form mature miRNAs < 20 nucleotides in length were not further analyzed.

In total, five homologs of known miRNA precursors from other animal species and ten reversely complementary to known bovine miRNA precursors were identified to generate 24 novel miRNAs (Table 2, Additional file 2: Table S2 and Additional file 3: Table S3). We also found an ortholog of bta-miR-222 (bta-miR-222b, Table 2, Additional file 3: Table S3). In addition, more than one third of novel or candidate miRNA precursors (41/114, 65/153, respectively) were found to be clustered together and have a high similarity to those of bta-mir-2284 family in sequences (Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Figure S1). The remaining 62 novel miRNA precursors were found to produce 56 mature miRNAs which are less conserved to any known miRNA in miRBase (Release 19, Additional file 2: Table S2).

**Table 2:** **A partial list of novel miRNAs identified in bovine MAC-T cells with or without challenge with *E. coli or S. aureus *** **bacteria**

**Mature miRNA ID**^**1**^	**miRBase Pre-miRNA**^**2**^	**miRBase miRNA**^**3**^	^**5**^**Score**	**Mature reads**	**Mature sequence**	**Size**	**Star reads**	**Star sequence**^**4**^	**Size**	**Precursor coordinate**
**bta-miR-1842-5p**	eca-mir-1842	eca-miR-1842	1180.4	2,172	uggcucugugaggucggcuca	21	142	agcaggccugucagggcguug	21	25:1744660..1744720:-
**bta-miR-219-2-3p**	ssc-mir-219	ssc-miR-219	68.9	103	agaguugagucuggacgucccg	22	20	ugauuguccaaacgcaauuc	20	23:7335349..7335412:-
**bta-miR-664-3p**	ssc-mir-664	ssc-miR-664-3p	68.5	70	uauucauuuaucucccagccuaca	24	59	caggcuaggagaaaugauuggau	23	16:24379875..24379936:-
**bta-miR-6516-5p**	gga-mir-6516		9.6	10	uuugcaguaacaggugugaac	21	9	aucauguaugauacugcaaaca	22	19:55419754..55419817:+
**bta-mir-2964a-3p**	bta-mir-219-1′	hsa-miR-2964a-3p	20.7	27	agaauugcguuuggacaaucagu	23	5	gauguccagccacaauucucg	21	11:98997166..98997230:+
**bta-miR-3548-3p**	bta-mir-200a′	rno-miR-3548	6.6	2	cagcacuguccgguaagauguc	22	2	caucguuaccagacaguguuaga	23	16:52521338..52521399:+
**bta-miR-194-1′-3p**	bta-mir-194-1′		30.4	56	acauggaguugcuguuacaaucg	23	3	aaguaacagcaucuccacugga	22	16:24306044..24306105:+
**bta-miR-486′-5p**	bta-mir-486′		27.8	48	cccgguacugagcugacccgag	22	4	ucggggcagcucaguacaggac	22	27:36261849..36261912:+
**bta-miR-374a′-5p**	bta-mir-374a′	bta-miR-374a-3p	26.1	50	uuacaauacaaccugauaagug	22	1	acuuaucagguuguauuaua	20	X:81951234..81951283:-
**bta-miR-763′-3p**	bta-mir-763′		6.8	8	ucccagcuggucauuaauccu	21	3	gaauuaauggcuggcugggagg	22	5:48164035..48164101:+
**bta-miR-191′-5p**	bta-mir-191′	bta-miR-191	5.5	40	gaacgaaauccaagcgcagcug	22	0	gcugcuuuugggauuccguugcc	23	22:51543481..51543545:-
**bta-miR-1388′-3p**	bta-mir-1388′	bta-miR-1388-5p	1.8	405	uucucagguuggacaguccuga	22	0	cgggcugacaaaccugagauug	22	13:54375941..54376002:-
**bta-miR-374b′-5p**	bta-mir-374b′	bta-miR-374-3p	1.4	60	ugauaauacaaccugauaagug	22	0	cuuagcagguuguauuauaucc	22	X:82023929..82023981:-
**bta-miR-194-2′-3p**	bta-mir-194-2′	bta-miR-194	4.8	10	cacauggaguugcuguuaca	20	0	uaacagcagccccacugga	19	29:43731473..43731526:-
**bta-miR-590-3p**	eca-mir-590		1.4	13	uaguuuuauguguaagcucguu	22	0	cgagcuuauucacagaaguaca	22	25:33713356..33713419:-
**bta-miR-222b-3p**		bta-miR-222	4.9	20	ugcuacaucuggcuacugga	20	0	ggguggacgcuguguggcugagc	23	10:78769129..78769183:+

^1^“`”represents the antisense of miRNA precursor; the star sequence of miR-219-2 is miR-219-5p in miRBase (Release 19);

^2^The top known miRNA precursor (miRBase Release 19) aligns to novel precursor with > 70 identity and > 75 sequence length;

^3^The top known miRNA (miRBase Release 19) matches novel miRNA covering > 90 identity and > 90 sequence length;

^4^Sequence here only shows the dominant one and the star sequence that was absent was predicted by miRDeep2.

^5^miRNA with score less than 5 is identified from miRNA candidate precursor.

### Time effect on miRNA expression in MAC-T cells

Considering that miRNAs play roles in almost all biological processes, we hypothesized that the expression of miRNAs might be regulated during the 48 hr incubation period of MAC-T cells with or without pathogenic bacteria. The global expression of miRNAs at different time points and under treatments were profiled and the correlations between libraries were performed with the normalized counts of all detected miRNAs (CPM >10 in at least one library). The correlations between libraries were very high (Additional file 5: Figure S2), suggesting that only a limited number of miRNAs might be significantly regulated during the 48 hrs of cell challenge with mastitis pathogens. 

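Pearson's R2 of the CPM values was computed across the 284 miRNAs for each of the 78 pairs of libraries. It had a median of 0.986 and ranged from 0.924 to 0.998, the highest value belonging to the E. coli and S. aureus libraries at 12 h. On the log2(CPM + 1) scale, where the few most abundant miRNAs weigh less, the median was 0.973 and the range 0.927 to 0.986. Without the 18 miRNAs of Table 1, the median on the linear scale was 0.965 and the lowest value 0.796. miRNAs are not independent replicates, so no p-value is given.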

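Between the control libraries at 0 h and 48 h, Pearson's R2 across the 284 miRNAs was 0.924 on the linear CPM scale, the lowest of the 78 pairs. The next lowest was 0.943, between the control library at 0 h and the E. coli library at 24 h. The unsquared r of the 0 h and 48 h control libraries was 0.9615. On the log2(CPM + 1) scale their R2 was 0.954, the 13th lowest, and the lowest pair was the control library at 48 h with the S. aureus library at 6 h, at 0.927. The squared Spearman correlation was 0.940, the 12th lowest. Averaged over its pairs with the other libraries, the linear R2 was lowest for the control library at 0 h (0.960), and the log2 R2 was lowest for the S. aureus library at 6 h (0.943). From the low correlation of the 0 h and 48 h control libraries, the paper proposes that miRNA expression was regulated over time.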

The lowest correlation was found between 0 hr and 48 hrs in control samples (R^2^ = 0.961), indicating that the expression of miRNA might be significantly regulated over time. Therefore, differentially expressed miRNAs between different time points and 0 hr in control cells were analyzed using DEseq, an R/Bioconductor package [29] method to compare differential expression based on sequence counts. 

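Each control library at 6, 12, 24 and 48 h was compared with the single 0 h library. The fold change was the ratio of the deposited CPM values. For the test, log2(CPM + 1) values of the 12 libraries at 6 to 48 h were fitted in limma with time point and treatment as additive terms, and the difference between 2 libraries was set against the residual spread of that model, which had 6 residual degrees of freedom. An unadjusted p under 0.05 was taken as a call. By this test, 33 miRNAs were called at 6 h, 53 at 12 h, 67 at 24 h and 85 at 48 h, and 63 were called at 2 or more time points. With Benjamini-Hochberg adjustment of limma's p, 1, 2, 11 and 55 miRNAs were called at the 4 time points. The paper's negative binomial procedure, written out anew and run on the estimated reads, moved the count most and called 7 miRNAs at 2 or more time points: the 5 named in the paper, bta-miR-21-3p and 1 other. All of these tests compare libraries of pooled wells and rest on the single library at 0 h. In CPM, bta-miR-193a-3p rose from 137.7 at 0 h to 412.6, 607, 821 and 1148 at 6, 12, 24 and 48 h. bta-miR-423-5p went from 1067 to 4266, 2742, 1651 and 2095 CPM, bta-miR-30b-5p from 299 to 528, 735, 722 and 977 CPM, and bta-miR-29c from 127 to 197, 267, 313 and 376 CPM. The newly predicted bta-miR-un116 went from 289 to 185.2, 192.5, 132.9 and 108.4 CPM.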

We observed that five miRNAs (bta-miR-193a-3p, miR-423-5p, miR-30b-5p, miR-29c and miR-un116) were differentially expressed (P < 0.05) in at least two time points in control cells as compared to 0 hr (Figure 2). The expression of bta-miR-193a-3p was the most regulated over time, increasing lineally and reaching 8.03 fold increase (P < 0.0001) within 48 hrs of cell growth. 

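In control cells, the CPM of bta-miR-193a-3p was 3.00 times the 0 h value at 6 h, 4.41 times at 12 h, 5.97 times at 24 h and 8.34 times at 48 h. On the log2(CPM + 1) scale, these changes were 1.58, 2.13, 2.57 and 3.05, with a standard error of 0.59 from the limma model and all 4 were called. The adjusted p from limma was 0.333 at 6 h, 0.0824 at 12 h, 0.0267 at 24 h and 0.00467 at 48 h. With median-of-ratios size factors estimated for the 2 libraries, as in the paper's procedure written out anew, the fold change at 48 h was 7.53. This is below the value that the paper gives. On the log2 scale the largest step was between 0 and 6 h, while in CPM it was between 24 and 48 h (from 821 to 1148 CPM), and a share of 0.483 of the log2 rise fell between 6 and 48 h. The hairpin lies on chromosome 19 of UMD3.1 from 18824231 to 18824287 on the minus strand (Table S1), and the mature sequence is AACUGGCCUACAAAGUCCCAGU.

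**Figure D2:**
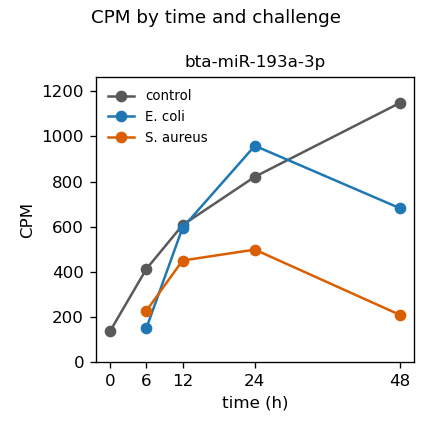
CPM of bta-miR-193a-3p against time in hours, 1 library per point, in control cells (grey) and cells challenged with E. coli (blue) or S. aureus (orange). The control line rises from 137.7 CPM at 0 h to 1148 CPM at 48 h, where the S. aureus library has 209.9 CPM.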

The expression of bta-miR-30b-5p and bta-miR-29c also increased over time but to a lesser magnitude as compared to bta-miR193a-3p. 

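For bta-miR-30b-5p, the CPM ratio to 0 h in control cells was 1.76 at 6 h, 2.46 at 12 h, 2.41 at 24 h and 3.27 at 48 h. Its log2 change at 48 h was 1.70 (standard error 0.27, adjusted p = 0.00259 from limma), and it was called at all 4 time points. For bta-miR-29c, the ratio was 1.55, 2.10, 2.46 and 2.96, and the log2 change at 48 h was 1.56 (standard error 0.30, adjusted p = 0.00467 from limma). bta-miR-29c was called at 12, 24 and 48 h and not at 6 h. bta-miR-30c rose as well, to 2.26 times its 0 h value at 48 h.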

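The CPM of bta-miR-423-5p in control cells was 4.00 times the 0 h value at 6 h (log2 change 2.00, standard error 0.29, adjusted p = 0.00202 from limma). The ratio was 2.57 at 12 h (adjusted p = 0.05), 1.55 at 24 h (adjusted p = 0.209) and 1.96 at 48 h (adjusted p = 0.0317), and all 4 changes were called by the unadjusted p. Another reference was the mean of the 3 libraries at 6 h, which are those of control, E. coli and S. aureus, so it mixes challenge with time. Against this mean, in place of the 0 h library, the ratio was 0.727 at 12 h, 0.437 at 24 h and 0.555 at 48 h.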

The expression of bta-miR-423-5p was highest at 6 hrs (P < 0.001) and returned to 0 hr level by 24 hrs (Figure 2). Conversely, the expression of bta-miR-423-5p and bta-miR-un116 decreased with time. 

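From 6 to 48 h in control cells, bta-miR-423-5p went from 4266 to 2742, 1651 and 2095 CPM, so that its lowest value after 0 h was at 24 h. bta-miR-un116 had 0.641 times its 0 h CPM at 6 h, 0.666 times at 12 h, 0.460 times at 24 h and 0.375 times at 48 h. Its log2 change at 48 h was -1.41 (standard error 0.28, adjusted p = 0.00501 from limma), and it was called at 6, 24 and 48 h. Set against the mean of the 3 libraries at 6 h (control, E. coli and S. aureus), the 12 h value of bta-miR-un116 was 1.04 times as high.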

The expression of bta-miR-193a-3p and bta-miR-423-5p in control cells was further validated by qRT-PCR. Both miRNAs were significantly up-regulated and reached a peak at 12 hrs, although no change larger than 2-fold was found between any two time points (Additional file 6: Figure S3).

**Figure 2:**
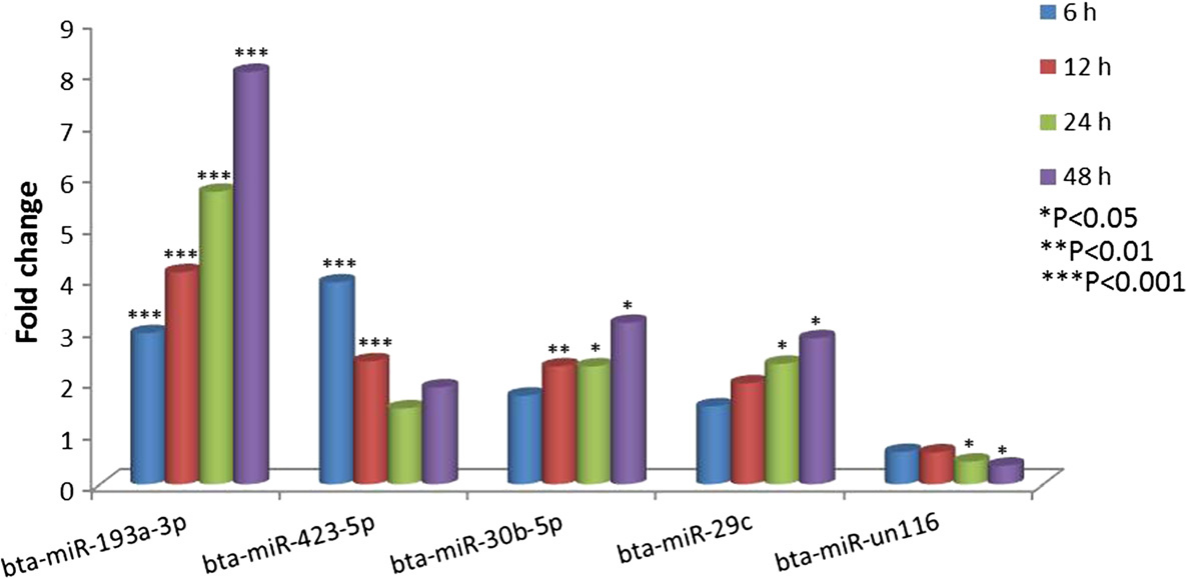
Five differentially expressed miRNAs in control cells over time as compared to 0 hr.

### Effect of pathogenic *E. coli or S. aureus* bacteria on miRNA expression in MAC-T cells

To determine the effect of *E. coli* and *S. aureus* bacteria on miRNA expression in MAC-T cells during the 48 hr incubation period, we compared the expression of miRNAs at each time point to control samples at the same time point. 

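Each challenged library was compared with the control library of the same time point, which gave 8 comparisons of 1 library with 1 library. Fold changes were ratios of deposited CPM. The limma test was the one used for the control time course, with its spread taken from the additive model of time point and treatment over the 12 libraries at 6 to 48 h and an unadjusted p under 0.05 as a call. Both libraries of each comparison here are part of that fit, while the 0 h library is not. A difference between them thus also enters the spread, so the numbers of calls are not directly comparable with those against 0 h. Both pathogens were compared with the same control library at each time point, so noise in that library enters both fold changes. Across the 284 miRNAs, the log2 changes for E. coli and S. aureus had a correlation r of 0.234 at 6 h, 0.541 at 12 h, 0.612 at 24 h and 0.361 at 48 h. These are correlations across miRNAs, which are not independent replicates.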

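By the limma test, 125 of 284 miRNAs were called in at least one of the 8 comparisons, and 0 in any of them after Benjamini-Hochberg adjustment. The paper's negative binomial procedure on the estimated reads gave 19 miRNAs, and one dispersion curve from all 13 libraries in place of a curve for each pair gave 24. Of the 31 pairs of miRNA and comparison in Table 3, 27 were called by the paper's procedure on the estimated reads and 19 by limma. Fold changes of the Table 3 pairs ranged from 0.058 for bta-miR-499 in S. aureus at 12 h, where 1.56 CPM was about 1 read, to 4.21 for bta-miR-2339 in S. aureus at 6 h.

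**Figure D3:**
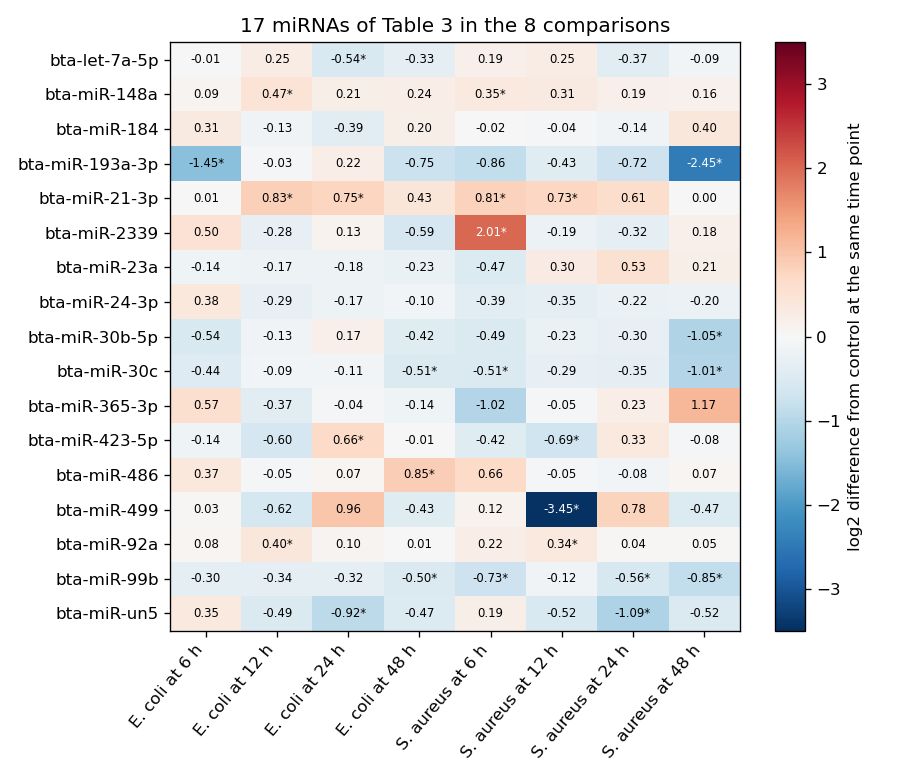
The log2 difference in CPM + 1 from the control library of the same time point, for the 17 miRNAs of Table 3 (rows) in the 8 comparisons (columns), 1 library against 1. Red is higher and blue lower than control, and an asterisk marks an unadjusted p under 0.05 from limma. The largest differences are -3.45 for bta-miR-499 in S. aureus at 12 h and -2.45 for bta-miR-193a-3p in S. aureus at 48 h. The former rests on about 1 read, below the 3 reads taken as detectable.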

The expression of 17 miRNAs were differentially affected (Table 3) by the presence of pathogenic bacteria in MAC-T cells. Within 6 hrs of the presence of *E. coli*, the expression of 6 miRNAs in MAC-T cells was significantly altered (P < 0.05), three were down regulated (bta-miR-193a-3p, miR-30c and miR-30b-5p) while three were up-regulated (bta-miR-365-3p, miR-184 and miR-24-3p) (Table 3). 

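In the E. coli library at 6 h, limma called 2 of 284 miRNAs and both were lower than control, bta-miR-193a-3p among them. bta-miR-193a-3p had 150.4 CPM against 412.6 CPM in control, a fold change of 0.365 (log2 difference -1.45, standard error 0.59, adjusted p = 0.988 from limma). The fold change was 0.737 for bta-miR-30c, 0.689 for bta-miR-30b-5p, 1.49 for bta-miR-365-3p, 1.24 for bta-miR-184 and 1.30 for bta-miR-24-3p, and limma called none of these 5. The paper's procedure on the estimated reads called 5 of the 6 miRNAs, all but bta-miR-30b-5p, and no other.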

With time, the number of differentially expressed miRNAs in the presence of *E. coli* decreased and by 48 hrs, only two miRNAs were significantly altered. Conversely in *S. aureus* challenged cells, only one miRNA, bta-miR-2339, responded significantly to the presence of *S. aureus* bacteria in the first 6 hrs by showing a 4.56 fold up regulation (P < 0.05) as compared to control cells. Furthermore, the expression of more miRNAs became affected by the presence of *S. aureus* with increasing time (4 miRNAs at 16 hrs, 5 at 24 hrs and 4 at 48 hrs). 

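For E. coli, limma called 2 miRNAs at 6 h, 8 at 12 h, 5 at 24 h and 11 at 48 h. With the paper's procedure on the estimated reads, 5, 5, 4 and 3 were called, and with one dispersion curve from all 13 libraries, 1, 1, 2 and 1. At 12 h, the fold change was 1.78 for bta-miR-21-3p, 1.38 for bta-miR-148a and 1.32 for bta-miR-92a, all called by limma, and 0.661 for bta-miR-423-5p, which was not. At 24 h, limma called bta-miR-423-5p with a fold change of 1.58, bta-miR-21-3p with 1.69, bta-let-7a-5p with 0.688 and bta-miR-un5 with 0.523. The fold change of bta-miR-184 at 24 h, 0.763, was not called. At 48 h, bta-miR-486 rose to 1.81 times control and was called, and bta-miR-193a-3p had a fold change of 0.595 and was not. After Benjamini-Hochberg adjustment, 0 miRNAs were called at any of the 4 time points.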

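In the S. aureus library at 6 h, bta-miR-2339 had 73.7 CPM against 17.5 CPM in control, a fold change of 4.21 (log2 difference 2.01, standard error 0.66, adjusted p = 0.0801 from limma). The control value corresponds to 13 reads. In the other 11 libraries at 6 to 48 h, bta-miR-2339 lay between 11.2 and 32.3 CPM. limma called 89 of 284 miRNAs in this comparison, 17 higher and 72 lower than control, and 0 after Benjamini-Hochberg adjustment. The paper's procedure on the estimated reads called 2, bta-miR-2339 and bta-miR-21-3p, and both were higher than control. One dispersion curve from all 13 libraries called 14. Of these 14, bta-miR-29a, bta-miR-335 and bta-miR-un7 were lower than control and the others higher, so the excess of lower miRNAs depends on the procedure. In the pair of S. aureus and control libraries at 6 h, the curve of the paper's procedure reached a coefficient of variation of 22.9% at high expression, against 7.9% in the pair of E. coli and control libraries at 6 h. The S. aureus library at 6 h had 339095 reads, the fewest of the 13.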

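For S. aureus, limma called 89 miRNAs at 6 h, 11 at 12 h, 9 at 24 h and 36 at 48 h, and the paper's procedure on the estimated reads called 2, 5, 6 and 2. At 12 h, limma called bta-miR-21-3p with a fold change of 1.66, bta-miR-423-5p with 0.621, bta-miR-92a with 1.27 and bta-miR-499 with 0.058. At 24 h, it called bta-miR-99b with a fold change of 0.678 and bta-miR-un5 with 0.467. The fold changes at 24 h of bta-miR-193a-3p (0.607), bta-miR-23a (1.44) and bta-miR-21-3p (1.53) were not called. At 48 h, the fold change was 0.183 for bta-miR-193a-3p (adjusted p = 0.1 from limma), 0.496 for bta-miR-30c (adjusted p = 0.0903) and 0.484 for bta-miR-30b-5p (adjusted p = 0.1), all called by the unadjusted p. That of bta-miR-365-3p at 48 h was 2.25 (adjusted p = 0.419) and was not called.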

The three miRNAs (bta-miR-193a-3p, miR-30c and miR-30b-5p) that were significantly down regulated or one miRNA (bta-miR-365-3p) that was significantly up regulated within 6 hrs of *E. coli* presence only showed a retarded significant down regulation by 24 or 48 hrs (bta-miR-193a-3p, 30c and 30b-5p) or up regulation (bta-miR-365-3p) by 48 hrs in the presence of *S. aureus*. 

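In S. aureus challenged cells, the fold change of bta-miR-193a-3p was 0.550 at 6 h, 0.741 at 12 h, 0.607 at 24 h and 0.183 at 48 h, and limma called it at 48 h alone. For bta-miR-30c, the fold change was 0.701 at 6 h, 0.820 at 12 h, 0.784 at 24 h and 0.496 at 48 h, and it was called at 6 and 48 h. For bta-miR-30b-5p, it was 0.710 at 6 h, 0.852 at 12 h, 0.814 at 24 h and 0.484 at 48 h, and it was called at 48 h. In E. coli challenged cells at 48 h, the fold change was 0.702 for bta-miR-30c, which was called, and 0.749 for bta-miR-30b-5p, which was not. bta-miR-365-3p had a fold change of 1.49 in E. coli at 6 h. In S. aureus, its fold change was 0.492 at 6 h, 0.966 at 12 h, 1.17 at 24 h and 2.25 at 48 h, and limma called none of these.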

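The control libraries had 438 CPM of bta-miR-21-3p at 12 h and 435 CPM at 24 h. The E. coli libraries had 782 and 734 CPM, fold changes of 1.78 and 1.69, with log2 differences of 0.83 and 0.75. The S. aureus libraries had 725 and 666 CPM, fold changes of 1.66 and 1.53, with log2 differences of 0.73 and 0.61. All 4 differences had a standard error of 0.33, and limma called 3 of them by the unadjusted p, all but S. aureus at 24 h. After adjustment, limma's adjusted p was 0.954 and 0.988 for E. coli, and 0.828 and 0.961 for S. aureus. At 6 h, the fold change was 1.00 in E. coli and 1.76 in S. aureus, the latter called, and at 48 h 1.35 in E. coli and 1.00 in S. aureus. The control value itself fell over time, from 770.4 CPM at 0 h to 648 CPM at 6 h and 438 CPM at 12 h. With median-of-ratios size factors, the fold changes at 12 h were 1.93 and 1.84.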

Both pathogens presented significant up-regulation of bta-miR-21-3p at 12 hr (1.85 and 1.79 fold change in *E. coli* and *S. aureus*, respectively) and 24 hr (1.68 and 1.55 fold change in *E. coli* and *S. aureus*, respectively) post challenge. In contrast, the expression of bta-miR-21-5p, the other arm of bta-mir-21 and the top expressed miRNA in this study (Table 1) remained constant at these time periods (1.05 and 1.03 fold change in *E. coli* at 12 and 24 hrs respectively, and 1.13 and 1.06 fold change in *S. aureus* at 12 and 24 hrs respectively). 

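The fold change of bta-miR-21-5p was 1.01 in E. coli at 12 h (159209 CPM in control and 161210 CPM in E. coli) and 1.03 at 24 h. In S. aureus, it was 1.05 at 12 h and 1.04 at 24 h. The log2 differences were 0.02, 0.05, 0.07 and 0.06, each below its standard error of 0.13, so no difference was detectable with 1 library per condition. At 48 h, the fold change in E. coli was 1.23 and was called by limma. Both arms come from a hairpin on chromosome 19 of UMD3.1, from 11033079 to 11033139 (Table S1), and the mature sequence of the 3p arm is CAACAGCAGUCGAUGGGCUGUC. In the control library at 12 h, the 5p arm had 159209 CPM and the 3p arm 438 CPM.

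**Figure D4:**
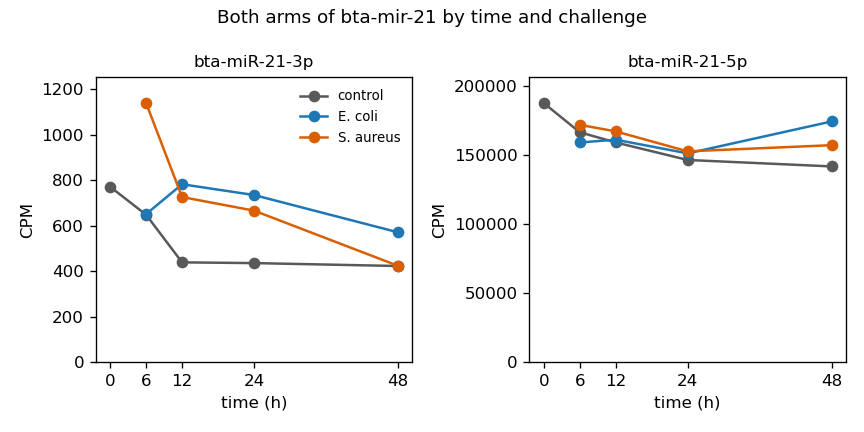
CPM of bta-miR-21-3p (left) and bta-miR-21-5p (right) against time in hours, 1 library per point, in control cells (grey) and cells challenged with E. coli (blue) or S. aureus (orange). At 12 h the 3p arm had 438 CPM in control, 782 CPM in E. coli and 725 CPM in S. aureus, while the 5p arm differed by a factor of at most 1.05.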

The most regulated miRNA after infection was bta-miR-193a-3p (-2.67 fold change in *E. coli* at 6 hrs and -4.93 fold change in *S. aureus* at 48 hrs). It should be noted that in most cases, different miRNAs were differentially regulated at different time points indicating a rapid temporal change in the response pattern of miRNAs to the presence of bacteria. Furthermore, the differential expression pattern of five miRNAs (bta-miR184, miR-24-3p, miR-148, miR-486 and bta-let-7a-5p) were unique to *E. coli* while four (bta-miR-2339, miR-499, miR-23a and miR-99b) were unique to *S. aureus*. 

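bta-miR-193a-3p had 150.4 CPM in the E. coli library at 6 h against 412.6 CPM in control, a log2 difference of -1.45 (standard error 0.59, adjusted p = 0.988 from limma). In the S. aureus library at 48 h, it had 209.9 CPM against 1148 CPM in control, a log2 difference of -2.45 (standard error 0.59, adjusted p = 0.1 from limma). Both differences were called by the unadjusted p. The remaining 6 comparisons gave fold changes from 0.550 to 1.17. Among the miRNAs of Table 3, bta-miR-499 differed by -3.45 on the log2 scale in S. aureus at 12 h (1.56 CPM against 26.9 CPM). bta-miR-2339 differed by 2.01 in S. aureus at 6 h. The 1.56 CPM of bta-miR-499 is about 1 read, below the 3 reads taken as detectable, so the size of that difference is uncertain.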

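Of the 17 miRNAs of Table 3, bta-miR-21-3p was called by limma in 4 of the 8 comparisons: E. coli at 12 and 24 h and S. aureus at 6 and 12 h. bta-miR-99b was called in S. aureus at 6, 24 and 48 h and in E. coli at 48 h, and was below control in all 8 comparisons, with CPM ratios from 0.554 to 0.921. bta-miR-30c was below control in all 8 as well, with CPM ratios from 0.496 to 0.939. With the paper's procedure on the estimated reads, which rescales each pair, bta-miR-99b in S. aureus at 12 h was 1.03 and bta-miR-30c in E. coli at 12 h was 1.01. bta-miR-423-5p was below control at 12 h, at 0.661 in E. coli and 0.621 in S. aureus, and above it at 24 h, at 1.58 and 1.26. Its control value dropped from 2742 CPM at 12 h to 1651 CPM at 24 h, and both pathogens were compared with that same library. The paper notes that the miRNAs listed differ between the 4 time points and takes this as an indication that the response changes quickly.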

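Among the 5 miRNAs that the paper lists for E. coli alone, the fold changes in S. aureus at the same time points were 0.987 for bta-miR-184 and 0.762 for bta-miR-24-3p at 6 h, 1.24 for bta-miR-148a at 12 h, 0.771 for bta-let-7a-5p at 24 h and 1.05 for bta-miR-486 at 48 h. limma called none of these 5, but called bta-miR-148a in S. aureus at 6 h, with a fold change of 1.27. The paper's procedure on the estimated reads called bta-miR-148a in S. aureus at 12 h, with a fold change of 1.39. Among the 4 miRNAs listed for S. aureus alone, the fold changes in E. coli were 1.44 for bta-miR-2339 at 6 h, 0.637 for bta-miR-499 at 12 h, 0.883 for bta-miR-23a at 24 h and 0.800 for bta-miR-99b at 24 h, and limma called none of these. bta-miR-99b was called in E. coli at 48 h, with a fold change of 0.706. In a direct limma comparison of the 4 E. coli with the 4 S. aureus libraries, with time point as a block, 0 of 284 miRNAs had a Benjamini-Hochberg adjusted p under 0.05, and 20 had an unadjusted p under 0.05.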

The expression of bta-miR-21-3p, miR-365-3p, miR-193a-3p, miR-423-5p and miR-486 in challenged cells was further confirmed by qPCR. 

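The sequencing fold changes were set beside the 40 qPCR fold changes of Table 4, which cover 5 miRNAs, 2 pathogens and 4 time points. In 29 of the 40 pairs, the CPM ratio and the paper's qPCR fold change lay on the same side of 1. By miRNA, this held for 8 of 8 pairs of bta-miR-21-3p, 7 of 8 of bta-miR-193a-3p, 5 of 8 of bta-miR-365-3p, 5 of 8 of bta-miR-486 and 4 of 8 of bta-miR-423-5p. Ratios very close to 1 were counted too, such as 1.005 for bta-miR-21-3p in E. coli at 6 h and 1.002 in S. aureus at 48 h. Normalized to bta-miR-192, these ratios were 0.888 and 0.916, on the other side of 1. Of the 21 pairs with a qPCR p under 0.05 in Table 4, 16 had the same direction. Normalizing the sequencing values to bta-miR-192, the internal control of the qPCR, gave 26 of 40, and median-of-ratios size factors gave 32 of 40. With median-of-ratios or TMM factors in place of the deposited scaling, 7 of the 40 sequencing fold changes moved to the other side of 1.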

The expression trends of these five miRNAs were in most cases similar to results obtained by deep-sequencing (Table 4). For example, bta- miR-193a-3p and miR-365-3p for *E. coli* at 6 h, miR-21-3p and miR-423-5p for *E. coli* at 12 h, miR-423-5p for *E. coli* at 24 h, miR-193a-3p for *E. coli* at 48 h, miR-21-3p for *S. aureus* at 24 h, and miR-193a-3p and miR-365-3p for *S. aureus* at 48 h were similarly differentially expressed (P < 0.05) with both methods. 

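The sequencing fold changes of these pairs were 0.365 for bta-miR-193a-3p and 1.49 for bta-miR-365-3p in E. coli at 6 h, 1.78 for bta-miR-21-3p and 0.661 for bta-miR-423-5p in E. coli at 12 h, and 1.58 for bta-miR-423-5p in E. coli at 24 h. They were 0.595 for bta-miR-193a-3p in E. coli at 48 h, 1.53 for bta-miR-21-3p in S. aureus at 24 h, and 0.183 for bta-miR-193a-3p and 2.25 for bta-miR-365-3p in S. aureus at 48 h. All 9 had the direction of the paper's qPCR value. The paper lists these pairs because both methods changed alike, with the same sequencing libraries, so this count was fixed by that choice and tests nothing. limma called 4 of the 9 by the unadjusted p: bta-miR-193a-3p in E. coli at 6 h and S. aureus at 48 h, bta-miR-21-3p in E. coli at 12 h and bta-miR-423-5p in E. coli at 24 h. The 3 wells of a condition were pooled for sequencing, so the sequencing values have no well-to-well error.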

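For S. aureus at 6 h, the sequencing fold changes were 0.550 for bta-miR-193a-3p, 1.76 for bta-miR-21-3p, 0.492 for bta-miR-365-3p, 0.747 for bta-miR-423-5p and 1.58 for bta-miR-486. limma called bta-miR-21-3p by the unadjusted p and none of the other four. Of these 5 miRNAs, 4 changed in the direction of the paper's qPCR value in Table 4, and bta-miR-423-5p did not. The paper's procedure on the estimated reads also called bta-miR-21-3p.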

Surprisingly however, was the observed significant differential expression of all five miRNAs in *S. aureus* challenged cells at 6 h with qPCR method as opposed to non-significant regulation with next-generation sequencing. Similarly, different expression patterns of bta-miR-21-3p for *E. coli* at 24 h and *S. aureus* at 12 h, miR-486 for *E. coli* at 48 h and miR-423-5p for *S. aureus* at 12 h between the two methods were also observed.

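The sequencing fold change of bta-miR-21-3p was 1.69 in E. coli at 24 h and 1.66 in S. aureus at 12 h, and that of bta-miR-423-5p in S. aureus at 12 h was 0.621. These 3 lay on the same side of 1 as the paper's qPCR values in Table 4. The sequencing fold change of bta-miR-486 in E. coli at 48 h was 1.81, on the opposite side of 1 from the qPCR value. limma called all 4 by the unadjusted p.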

**Table 3:** **Significantly differentially expressed miRNAs in MAC-T cells between treatments (challenged with *E. coli *** **or *S. aureus *** **bacteria) and controls at same time points**

**Time points**	***E. coli***				***S. aureus***			
	**miRNA ID**	**Fold change**	**log2Fold change**	**P-Value**	**miRNA ID**	**Fold change**	**log2Fold change**	**P-Value**
6 h	bta-miR-193a-3p	0.37	-1.416	4.30E-06	bta-miR-2339	4.56	2.188	0.0427
	bta-miR-365-3p	1.52	0.608	4.47E-03				
	bta-miR-184	1.27	0.343	0.019				
	bta-miR-24-3p	1.33	0.411	0.0229				
	bta-miR-30c	0.75	-0.406	0.024				
	bta-miR-30b-5p	0.71	-0.502	0.048				
12 h	bta-miR-21-3p	1.85	0.886	1.27E-03	bta-miR-21-3p	1.79	0.836	4.20E-03
	bta-miR-148a	1.43	0.516	0.0200	bta-miR-423-5p	0.67	-0.578	0.0168
	bta-miR-423-5p	0.69	-0.545	0.0205	bta-miR-499	0.06	-3.998	0.0300
	bta-miR-92a	1.37	0.454	0.0389	bta-miR-92a	1.36	0.449	0.0428
24 h	bta-miR-423-5p	1.58	0.658	1.21E-03	bta-miR-193a-3p	0.62	-0.700	7.78E-03
	bta-miR-21-3p	1.68	0.751	2.43E-03	bta-miR-23a	1.46	0.550	0.0137
	bta-let-7a-5p	0.69	-0.544	3.43E-03	bta-miR-99b	0.69	-0.540	0.0154
	bta-miR-184	0.76	-0.394	0.0326	bta-miR-21-3p	1.55	0.636	0.0191
	bta-miR-un5	0.52	-0.940	0.0444	bta-miR-un5	0.47	-1.077	0.0238
48 h	bta-miR-486	1.94	0.955	6.46E-04	bta-miR-193a-3p	0.20	-2.302	4.49E-08
	bta-miR-193a-3p	0.64	-0.650	0.0183	bta-miR-365-3p	2.49	1.315	6.87E-04
					bta-miR-30c	0.55	-0.871	0.0191
					bta-miR-30b-5p	0.53	-0.904	0.0241

*Fold change values are as compared to controls at same time points.

**Table 4:** **Results of qPCR validation of the expression of five miRNAs in MAC-T cells between treatments (challenged with *E. coli *** **or *S. aureus *** **bacteria) and controls at same time points**

**Time points**	**miRNA ID**	***E. coli***			***S. aureus***		
		Fold change*	**SE**	**P-Value**^**#**^	**Fold change**	**SE**	**P-Value**
6h	bta-miR-193a-3p	0.342	0.039	**0.021**	0.630	0.054	**0.048**
	bta-miR-21-3p	1.161	0.206	0.508	3.478	0.365	**0.006**
	bta-miR-365-3p	1.607	0.037	**0.014**	0.612	0.040	**0.042**
	bta-miR-423-5p	1.682	0.218	**0.042**	2.018	0.096	**0.008**
	bta-miR-486	2.109	0.304	**0.036**	1.616	0.046	**0.008**
12h	bta-miR-193a-3p	0.992	0.023	0.911	0.601	0.085	0**.010**
	bta-miR-21-3p	2.154	0.276	**0.017**	1.062	0.272	0.819
	bta-miR-365-3p	0.930	0.115	0.568	0.994	0.106	0.962
	bta-miR-423-5p	0.629	0.046	**0.004**	0.812	0.106	0.111
	bta-miR-486	1.614	0.168	**0.032**	1.630	0.342	0.142
24h	bta-miR-193a-3p	1.206	0.052	0.017	1.327	0.171	0.140
	bta-miR-21-3p	1.942	0.410	0.092	1.222	0.066	**0.040**
	bta-miR-365-3p	1.051	0.358	0.879	0.890	0.096	0.478
	bta-miR-423-5p	1.838	0.252	**0.046**	1.304	0.297	0.336
	bta-miR-486	1.099	0.030	0.545	0.867	0.119	0.480
48h	bta-miR-193a-3p	0.353	0.053	**0.020**	0.336	0.026	**0.021**
	bta-miR-21-3p	1.083	0.192	0.679	1.105	0.080	0.385
	bta-miR-365-3p	1.612	0.067	**0.006**	2.809	0.204	**0.008**
	bta-miR-423-5p	1.092	0.017	0.130	2.894	0.258	**0.010**
	bta-miR-486	0.940	0.310	0.835	2.189	0.415	0.071

*Fold change values are as compared to controls at same time points.

^#^Bolded numbers indicate the significance with P < 0.05.

### Enriched KEGG pathways and GO functional categories of predicted gene targets of differentially expressed miRNAs in MAC-T cells challenged with *E. coli* or *S. aureus* bacteria

Target gene prediction of 16 out of 17 miRNAs (target genes for bta-miR-un5 not determined) differentially regulated by the presence of pathogens indicates that about 5169 genes may be regulated by these miRNAs (Additional file 7: Table S4). Gene ontology (GO) functional annotation showed that the target genes of differentially regulated miRNAs were significantly (P < 0.05) enriched in different functional groups, namely; cellular process, developmental process, localization, biological regulation, cellular component organization, cell death, multicellular organismal process, metabolic process, establishment of localization and cell growth (Table 5). The highest involvement of target genes was of 14 miRNAs in the cellular and developmental process followed by target genes of 11 miRNAs in localization and of 10 miRNAs in biological regulation. Interestingly, several KEGG pathways were significantly (P < 0.05) enriched by target genes of 14 of the 17 differentially expressed miRNAs (Table 6 and Additional file 8: Table S5). Notably, pathways of the immune system, signal transduction, cellular processes, nervous system, development and pathways in human diseases, especially cancer were significantly enriched by target genes of at least 4 miRNAs (Table 6).

**Table 5:** **Significantly enriched GO (gene ontology) functional annotation of predicted target genes of differentially expressed miRNAs during *E. coli or S. aureus *** **challenge of MAC-T cells**

**GO functional annotation**	**miRNA**	**# genes**	*P-value (**Benjamini P-Value)	**miRNA**	**# genes**	**P-value (Benjamini P-Value)**
Biological adhesion	Bta-miR-23a	58	0.038 (0.11)	-	-	-
Biological regulation	Bta-miR193a-3p	159	0.002 (0.039)	Bta-miR-24-3p	287	0.010 (0.070)
	Bta-miR365-3p	142	5.5E-5 (3.9E-4)	Bta-miR-148a	356	1.7E-8 (1.3E-7)
	Bta-miR-30b-5p/30c	642	4.4E-6 (3.2E-5)	Bta-miR-23a	565	4.0E-9 (4.2E-8)
	Bta-miR-499	135	0.045 (0.11)	Bta-miR-92a	441	7.2E-10 (1.6E-8)
	Bta-miR-99b	31	0.007 (0.060)	-	-	-
Cellular component organization	Bta-miR-30b-5p/30c	235	2.4E-4 (0.001)	Bta-miR-2339	46	0.002 (0.016)
	Bta-let-7a-5p	182	0.040 (0.120)	Bta-miR-23a	192	0.004 (0.016)
	Bta-miR-499	60	0.001(0.008)	Bta-miR-92a	144	0.016 (0.049)
	Bta-miR-148a	127	9.4E-4 (0.005)	Bta-miR-184	22	0.006 (0.080)
Cellular process	Bta-miR193a-3p	207	0.009 (0.096)	Bta-miR-24-3p	411	1.1E-6 (2.3E-5)
	Bta-miR423-5p	337	0.034 (0.160)	Bta-miR-148a	468	2.1E-9 (4.7E-8)
	Bta-miR365-3p	180	5.7E-4 (0.003)	Bta-miR-2339	143	0.002 (0.020)
	Bta-miR-30b-5p/30c	889	1.1E-10 (2.5E-9)	Bta-miR-23a	766	1.1E-13 (2.4E-12)
	Bta-let-7a-5p	732	1.3E-5 (2.5E-4)	Bta-miR-486-5p	140	0.007 (0.067)
	Bta-miR-499	198	8.2E-6 (1.6E-4)	Bta-miR-92a	567	2.0E-7 (1.4E-6)
	Bta-miR-99b	37	0.036 (0.100)	-	-	-
Death	Bta-miR193a-3p	21	0.038 (0.190)	Bta-miR-24-3p	35	0.046 (0.220)
	Bta-miR-30b-5p/30c	70	0.031 (0.083)	Bta-miR-21-3p	7	0.044 (0.930)
	Bta-let-7a-5p	61	0.026 (0.087)	Bta-miR-92a	47	0.037 (0.084)
	Bta-miR-499	21	0.014 (0.045)	-	-	-
Developmental process	Bta-miR193a-3p	71	0.028 (0.190)	Bta-miR-24-3p	151	1.0E-5 (1.0E-4)
	Bta-miR423-5p	114	0.024 (0.150)	Bta-miR-148a	182	3.7E-9 (4.1E-8)
	Bta-miR365-3p	80	5.8E-7 (1.3E-5)	Bta-miR-2339	57	7.1E-4 (0.015)
	Bta-miR-30b-5p/30c	312	9.1E-8 (1.0E-6)	Bta-miR-23a	272	2.2E-8 (1.5E-7)
	Bta-let-7a-5p	241	0.001 (0.008)	Bta-miR-486-5p	56	0.001 (0.022)
	Bta-miR-499	74	4.1E-4 (0.004)	Bta-miR-92a	212	7.8E-8 (8.5E-7)
	Bta-miR-99b	19	0.002 (0.030)	-	-	-
Establishment of localization	Bta-miR423-5p	110	3.4E-4 (0.007)	Bta-let-7a-5p	205	0.004 (0.011)
	Bta-miR-30b-5p/30c	243	9.9E-4 (0.004)	Bta-miR-92a	159	0.003 (0.009)
Growth	Bta-miR-99b	4	0.016 (0.088)	Bta-miR-23a	20	0.026 (0.088)
Localization	Bta-miR423-5p	119	8.8E-4 (0.009)	Bta-miR-148a	147	0.001 (0.005)
	Bta-miR-30b-5p/30c	280	7.0E-5 (3.9E-4)	Bta-miR-2339	49	0.015 (0.078)
	Bta-let-7a-5p	233	7.2E-4 (0.008)	Bta-miR-92a	182	4.8E-4 (0.002)
	Bta-miR-499	68	0.002 (0.008)	-	-	-
Locomotion	Bta-miR193a-3p	14	0.049 (0.200)	Bta-miR-92a	31	0.030 (0.080)
	Bta-miR-499	17	0.002 (0.009)	-	-	-
Metabolic process	Bta-miR365-3p	139	9.6E-4 (0.004)	Bta-miR-148a	334	0.001 (0.006)
	Bta-let-7a-5p	538	0.001 (0.008)	Bta-miR-23a	559	1.8E-6 (9.7E-6)
	Bta-miR-99b	30	0.025 (0.081)	Bta-miR-92a	395	0.039 (0.084)
Multicellular organismal process	Bta-miR365-3p	94	2.3E-5 (2.4E-4)	Bta-miR-24-3p	167	0.050 (0.190)
	Bta-miR-30b-5p/30c	372	0.001 (0.004)	Bta-miR-148a	196	0.005 (0.015)
	Bta-miR-499	84	0.027 (0.077)	Bta-miR-92a	258	2.2E-5 (1.2-E4)
	Bta-miR-99b	20	0.023 (0.095)	-	-	-

*P-Value: The significance of gene-term enrichment with a modified Fisher’s Exact Test.

**Benjamini P-Value: Globally corrects enrichment p-values in order to control family-wide false discovery rate.

**Table 6:** KEGG (Kyoto encyclopedia of genes and genomes) pathways significantly enriched by target genes of 14 out of 17* differentially expressed miRNAs during *E. coli * **or *S. aureus *** **challenge of MAC-T cells**

**KEGG Pathways**	**miR-365-3p**	**miR-30b-5p/30c**	**Let-7a-5p**	**miR-23a**	**miR-148a**	**miR-24-3p**	**miR-92a**	**miR-193a-3p**	**miR-423-5p**	**miR-99b**	**miR-499**	**miR-486**	**miR-2339**
**Immune system**													
B cell receptor signaling pathway	X	X											
T-cell receptor signaling		X	X										
Fc gamma R-mediated, phagocytosis/chemokine signaling	X			X									
**Signal transduction**													
MAPK signaling pathway	X	X		X		X	X	X	X				
ErbB signaling pathway		X	X		X	X							
Wnt signaling pathway	X	X		X	X	X		X					
TGF-beta signaling pathway			X	X	X	X							
Calcium signaling pathway						X	X		X				
Phosphatidylinositol pathway				X			X						
ECM-receptor interaction			X		X								
**Cellular processes (transport and catabolism, cell motility, cell communication)**													
Endocytosis		X		X		X							
Lysosome/apoptosis	X		X										
Regulation of actin cytoskeleton	X	X		X	X	X	X				X		
Cell cycle	X		X		X		X						
P53 signaling pathway			X	X	X							X	
Adherens/tight junction				X									X
Focal adhesion		X	X	X	X	X							
**Endocrine system**													
Insulin signaling pathway			X						X				
Adipocytokine signaling pathway			X		X								
GnRH signaling pathway			X					X	X				
Melanogenesis	X					X				X			
**Nervous system**													
Long term potentiation	X	X					X			X			
Neurotrophin signaling pathway	X	X	X	X		X		X					
**Development:** Axon guidance		X	X	X	X	X			X		X	X	X
**Metabolism:** Glycerophospholipid metabolism/glycosphingolipid biosynthesis				X					X				
**Human diseases**													
Pathways in cancer		X	X	X	X			X	X	X	X	X	
Colorectal cancer	X	X	X	X		X		X		X	X		
Pancreatic cancer	X		X	X	X								
Bladder cancer			X										
Prostate cancer	X	X	X	X	X							X	
Small cell lung cancer	X		X									X	
Non-small cell lung cancer	X	X	X		X								
Thyroid cancer			X										
Renal cell carcinoma	X			X	X			X					
Endometrical cancer	X		X										
Glioma	X	X	X		X							X	
Melanoma	X		X		X							X	
Type II diabetes mellitus		X	X										
Chronic myeloid leukemia	X		X	X	X								
Acute myeloid leukemia					X			X					

*Results for miR-21-3p were ignored because only few target genes out of 78 were non-significantly enriched in two pathways (Neurotophin signaling pathway- 3 genes and Ubiquitin mediated pathway- 3 genes). Similarly, only 3 genes each out of 88 target genes for miR-184 were enriched (P > 0.05) in two pathways, Chronic myeloid leukemia and Prostate cancer and were ignored. The target genes for miR-un5, a newly identified miRNA in this study were not determined.

## Discussion

Next-generation sequencing technologies have not only enabled the detection of more lowly expressed miRNAs and novel miRNA discovery, but also accurate profiling of the expression of miRNAs at a high-throughput level. Using deep-sequencing, we have identified a number of novel bovine miRNAs and revealed a differential regulation of miRNAs in MAC-T cells challenged with *E. coli* or *S. aureus* bacteria, thus suggesting the regulation of miRNAs in host response to these mastitis pathogens.

The number of miRNAs deposited in miRBase has increased exponentially in recent years and high throughput sequencing has contributed to almost all sequences submitted to miRBase after 2007 [30]. However, high throughput sequencing generates millions of reads per sample and requires powerful and accurate computational methods to mine known and novel miRNAs. Several computational software packages such as miRDeep [28], MIReNA [31], miRanalyzer [32], and miRTRAP [33] have been developed to identify miRNAs from high-throughput data. Our study used a combination of miRDeep2 and Blastn and identified 113 novel miRNAs in MAC-T cells. It is notable that computational based approaches may over-predict novel miRNAs and our data remain to be validated by further studies.

It is necessary to give a consistent and unique gene name for each novel miRNA. The nomenclature of miRNA has been well described previously [30,34,35]. However, the annotation of miRNAs still presents misperceptions in some instances. Some recently identified miRNAs and their precursors are reversely complementary to previously known miRNAs and precursors. For example, hsa-mir-103a and hsa-mir-103b (miRBase Release 19) are paired (reversely complementary) but are usually thought to be distinguished by 1 or 2 nucleotide differences in their nucleotide sequences. Here we added a symbol “`” after miRNA to represent the antisense of a known miRNA precursor (Table 2), *i.e.* hsa-mir-103 and mir-103′instead of mir-103a, b, respectively. In addition and to the best of our knowledge, there is no established criterion that defines conserved miRNAs. We suggest that a novel miRNA is homologous or orthologous if: 1) it precursor aligns to a known miRNA precursor with > 70% identity and > 75% sequence coverage; or 2) it has > 90% identity and > 90% length coverage with a known miRNA as well as same arm location on the precursor. Previously, only sequence similarity was taken into account for the annotation of conserved miRNAs and disparities have been known to occur. For example, bta-miR-193a [36] (miRBase Release 19), generated from bta-mir-193a-2, is reversely complementary to bta-miR-193a-3p from 1 to 19 nucleotides but not correctly named. Using this criterion, one miRNA candidate identified in this study (un219, Additional file 3: Table S3) was aligned to bta-miR-222. Un219 is at the same arm as bta-miR-222 on the precursor and therefore named as bta-miR-222b (Table 2, Additional file 3: Table S3).

Only a few miRNAs (Table 1) were highly expressed, accounting for 78.55% of all known bovine miRNAs detected. This observation is consistent with a recent study that detected similar miRNAs expression levels in bovine primary mammary epithelial cells infected with *Streptococcus uberis* and also, seven of the top expressed miRNAs in that study [25] are the same as in this study. Most of the detected top expressed miRNAs are conserved in human, mouse, and bovine, and belong to several miRNA families, vis, miR-31, miR-26a, miR-27a-3p/27b, let-7a-5p/7f/7i, miR-21-5p, miR-22-3p, miR-184, miR-186, miR-191, miR-205 and miR221/222. In particular, several of these highly expressed miRNAs are known to play roles in growth and immunity. The top expressed miRNA, bta-miR-21-5p in this study, was also the most highly expressed miRNA in human blood monocytes challenged with *Mycobacterium leprae* and also found to negatively regulate the vitamin D-dependent antimicrobial pathway in leprosy [37]. miR-21-5p has been shown to be induced by LPS and to negatively regulate TLR4 by targeting the programmed cell death protein 4 (PDCD4) and to promote the expression of interleukin 10 (IL-10) [38]. Further evidence of the immune capacity of miR-21 was from the study of Narducci et al. [39] who provided *in vitro* evidence for involvement of miR-21, miR-214 and miR-486 in cell survival in Sézary syndrome in humans. It has been recently shown that the level of immune and development related miRNAs, including miR-27b, were significantly higher in colostrum than in mature milk [40]. Up-regulation of miR-27b by LPS was found to destabilize proliferator-activated receptor γ1 (PPARγ1) mRNA which is often associated with chronic inflammatory diseases [41]. In addition, miR-27b was reported to target KSRP and increase iNOS mRNA stability for host’s defense against cryptosporidial infection [17], further supporting a role for this miRNA in immunity. Therefore, the highly expressed miR-21-5p and miR-27b in mammary epithelial cells in this study might be associated with a function in immunity.

Five miRNAs were found to be significantly regulated during the 48 hr cell incubation without pathogens. It is not surprising owing to their involvement in almost all biological processes as demonstrated by GO functional annotation of the target genes of three (bta-miR-193a-3p, miR-423-5p and miR-30b-5p) of these miRNAs. GO functional annotation of target genes of bta-miR-193a-3p and miR-30b-5p showed enriched genes related to cell growth and death, *e.g.* growth arrest specific gene 1 (GAS1), myeloid cell factor 1 (MCL1, also BCL2 related), BCL2-like 11 (apoptosis facilitator) and programmed cell death 10 (PDCD10). GAS1 has been shown to be involved in growth suppression through blocking of entry to S-phase and also prevents cycling of normal and transformed cells [42,43]. Also, involvement of MCL1 and PDCD10 in the regulation of apoptosis and cell survival has been demonstrated [44-46]. It is well known that cells enter the stationary phase after reaching confluence. Additionally, we used fetal bovine serum (FBS) free media, known to inhibit proliferation, during the 48 hr period of cell incubation. The up-regulation of miR-193a-3p and miR-30b-5p may play regulatory roles in cell death which need to be further confirmed in the context of mastitis.

Out of the 231 known and 113 novel miRNAs identified in this study, only 17 showed differential expression after challenge of MAC-T cells with *E. coli* or *S. aureus* bacteria, which may look small considering the large number of identified miRNAs. It is probable that observed miRNA expression profiles in response to heat inactivation of bacteria in this study may be different than expression elicited by live bacterial cells. In a recent study [47], a substantially different miRNA expression profile emerged from killed virulent bacilli as compared to live active bacteria thus suggesting an active influence of living bacteria on cellular miRNA metabolism. However, our results on response to heat inactivated *S. aureus* are in line with literature information whereby 21 miRNAs were shown to be differentially expressed after challenge of bovine primary mammary epithelia cells with live *S. uberus* (Gram-positive) bacteria [25]. Regardless, further studies on the miRNA expression patterns during infection with live and active bacteria is necessary to verify the miRNA expression variation identified between these two species. In addition, there were discrepancies in expression pattern of some low abundant miRNAs during the infection detected by sequencing as compared to RT-PCR. This difference may be due to the pooling approach used for library preparation and subsequent sequencing, as well as the relative low sequence reads which may limit the proper detection of the low abundant miRNAs by miRNA-Seq. Furthermore, the miRNA signature in different organs, tissues or cell types is different and also regulated differently. miRNA expression profile has been shown to vary between mature milk and colostrum [48], between lactating and non-lactating mammary glands [49] and, between organs (lung, brain, liver and spleen) and whole blood [50]. During the onset of mastitis and subsequent progression, the whole system reacts by recruiting immune cells into the mammary gland to help combat infection. These immune cells and other factors, including resident factors and cells in the mammary gland work in concert to ward off infection. It should be noted here that, the mammary epithelial cells used in this study only constitutes a small portion of that army of cell types that secrete defence factors against invading pathogens. Thus, the present findings portray only the role of epithelial cells derived miRNAs in the fight against mastitis pathogens, which may be different from the holistic picture that can be obtained after examination of all players. In profiling the transcriptome of *S. uberis* induced mastitis, fundamental differences were revealed between immune gene expression in the mammary gland and in a primary cell culture model thus demonstrating the complexity of the bovine mammary gland immune response to an infecting pathogen, and also indicating that a coordinated response exists between resident, recruited, and inducible immune factors [51]. Furthermore, transcriptomics comparisons between MAC-T cells and mammary tissue during late pregnancy and peak lactation showed a larger overall similarity in gene expression between MAC-T cells and lactating than non-lactating mammary tissue [52]. Despite these demonstrated differences [51,52] and or similarities [52], our results showed similarity between highly expressed miRNA profiles with primary bovine mammary epithelial cells challenged with Gram positive bacteria [25] and non-challenged mammary gland tissues (data not shown) thus indicating that the MAC-T cell is still a valuable tool to study mammary gland biology. Importantly, the findings from our study show the positive involvement of mammary epithelia cells in contributing to the immune response to infecting pathogens.

Furthermore, our study has demonstrated that *E. coli* initiated a stronger response at the early hours of infection as demonstrated by the differential response of six miRNAs within the first six hours of cell challenge with *E. coli* bacteria as opposed to only one differentially expressed miRNA in the presence of *S. aureus*. By 48 hrs, two miRNAs were differentially regulated in *E. coli* challenged cells while in *S. aureus* cells, more miRNAs were implicated with time. Furthermore, three of the miRNAs that responded significantly to the presence of *E. coli* at 6 hrs post infection only showed a differential response in *S. aureus* cells by 24 or 48 hrs. Interestingly, our study shows that a different set of five miRNAs (miR-184, miR-24-3p, miR-148, miR-486 and let-7a-5p) were unique to *E. coli* bacteria while another set of four (miR-2339, miR-499, miR-23a and miR-99b) were unique to *S. aureus* bacteria. Our data therefore demonstrate a differential response pattern of MAC-T cells to Gram-negative *E. coli*, as compared to Gram-positive *S. aureus*. Mastitis caused by pathogenic ligands from Gram-positive or Gram-negative bacteria usually elicits different response patterns from the host thus leading to different degrees of mastitis. Our data supports the intense immune reaction usually caused by *E. coli* mastitis, which often leads to acute mastitis. On the contrary, the slower initial response of miRNAs to *S. aureus* bacteria may support the slow progression of mastitis caused by this type of bacteria. Differential response patterns of miRNAs to Gram-positive and Gram-negative bacteria have been demonstrated previously [22,49]. Furthermore, our data is supported by previous studies that have demonstrated pathogen-dependent differences of host (mammary gland) responses to other immune factors (genes and proteins) [4,7-10].

It is notable that predicted gene targets of most of the differentially expressed miRNAs in response to pathogens in this study are significantly enriched for GO functionally annotated roles like developmental process, cellular process, localization, biological regulation, cellular component organization, multicellular organismal process, cell death, metabolic process, establishment of localization and growth, thus supporting the involvement of these miRNAs in numerous developmental and physiological processes, including disease development. This also goes a long way to portray the significant roles of miRNAs in supporting the mammary gland in its growth and productive capacities as well as defense capabilities. Interestingly, pathway analysis of miRNA predicted gene targets, showed significant enrichments in KEGG pathways already associated with host response to different diseases. Notably, many of the KEGG pathways significantly enriched by differentially expressed miRNA target genes in this study have been previously associated to mammary gland responses to bacterial pathogens in bovine [6,23,25]. For example, gene targets of five differentially expressed miRNAs (miR-365-3p, miR-30b-5p, miR-30c, let-7a-5p and miR-23a) were enriched for pathways in immune system (B-cell receptor signaling pathway, chemokine signaling, T-cell receptor signaling and Fc gamma R-mediated phagocytosis). These miRNAs are amongst several miRNAs with demonstrated roles in immunity. A recent study showed that the expression levels of three miRNAs including miR-23a were significantly higher in breast cancer with lymph node metastasis, compared with that from patients without lymph node metastasis or normal tissue and also that the expression of the miR-23a/24-2/27a cluster promoted mammary carcinoma cell migration, invasion, and hepatic metastasis, through targeting Sprouty2 (SPRY2) and consequent activation of p44/42 MAPK (mitogen-activated protein kinase) [53]. The MAPK pathway was highly activated in mammary cells and tissues challenged with *S. uberis*[23,25]. In addition, the role of Let-7 miRNA family in immunity is well established. The let-7 miRNA family was identified as the common denominator of Salmonella-regulated miRNAs in macrophages and epithelial cells, thus suggesting that repression of let-7 relieves cytokine IL-6 and IL-10 mRNAs from negative post-transcriptional control, thus establishing a paradigm of miRNA-mediated feed-forward activation of inflammatory factors when mammalian cells are targeted by bacterial pathogens [54]. Let-7b/d/e miRNAs, were recently shown to be differentially regulated in infected (*S. uberis*) bovine mammary cells [25].

## Conclusion

Using deep sequencing, we characterized the miRNome of bovine mammary epithelia cells (MAC-T cells) challenged with heat inactivated *E. coli* or *S. aureus* bacteria and detected 231 known bovine miRNAs and 113 novel miRNAs, and also a pathogen dependent differential regulation of miRNAs. In particular, E*. coli* elicited an earlier differential regulation of miRNAs as opposed to a delayed regulation by *S. aureus*. Highly expressed and differentially regulated miRNAs have demonstrated roles in diverse biological processes as well as in immunity. GO and KEGG pathway analysis showed significant enrichments of predicted target genes of differentially regulated miRNAs in different functional groups (e.g. cellular process, developmental process, biological regulation, cell death, etc.) and KEGG pathways of the immune system, signal transduction, cellular process, nervous system, development and pathways in cancer and other human diseases. Importantly, our study provides further confirmation of the involvement of mammary epithelia cells in contributing to the immune response to infecting pathogens and a potential role for miRNAs as biomarkers in early diagnosis of mastitis and in development of control measures.

## Methods

### Cell culture and bacteria challenge

Cell culture and bacteria challenge were carried out as previously described with some modifications [4]. Briefly, MAC-T cells (a bovine mammary epithelial cell line) were seeded at a concentration of 1.5 × 10^5^ cells in a 6 well cell culture plate (BD Biosciences, Mississauga, Ontario, Canada) and grown in a growth medium for 24 hours at 37°C in 5% CO_2_ humidified incubator. The growth medium contained DMEM and RPMI 1640 (Wisent, St-Bruno, Quebec, Canada) at a concentration of 1:1, 10% fetal bovine serum (FBS) (Wisent), 10 μL/mL ITS (insulin-transferrin-selenium solution) (Wisent), and 1% antibiotic antimycotic solution (100×) (Wisent). At 85% confluence, the growth medium was changed for infection medium (same as the growth medium without FBS) and cells were allowed to grow for another 24 hr period before infection with bacterial pathogens.

*Escherichia coli* (*E. coli*) strain P4 and *Staphylococcus aureus* (*S. aureus*) strain Smith CP were the infection agents. Bacteria were initially grown overnight on Luria Bertani (LB) agar (*E. coli*) or on tryptic soy agar (TSA) (*S. aureus*) aerobically in a humidified incubator at 37°C. A single colony of *S. aureus* was transferred to a 50 mL conical tube containing 20 ml of tryptic soy broth (TSB) and incubated at 37°C in an open air shaker at 225 RPM. Similarly, a single colony of *E. coli* was grown the same way in LB broth. The bacteria were grown until an OD_600nm_ of 0.6 was reached and then plated in triplicates on their respective media to confirm the number of bacteria per mL. Growth of bacteria and subsequent manipulations were carried out in the biosafety containment level II laboratory of the Dairy and Swine Research and Development Centre of Agriculture and Agri-Food Canada, Sherbrooke, following institutional safety procedures.

Prior to infection, cells in 6 wells were individually trypsinized and counted using the Countess^®^ Automated Cell Counter (Life Technologies, Burlington, Ontario, Canada). The two bacterial strains were then diluted to achieve a concentration enabling a ratio of 10 bacteria to 1 MAC-T cell in the infection medium and then heat inactivated at 63°C for 30 minutes to prevent overgrowth during the period of cell challenge. After refreshing infection medium, each triplicate cell well representing different time points (6, 12, 24 and 48 hr) and each bacterial strain was challenged with the infection medium containing bacteria to achieve an infection rate of 1:10. Non-challenged triplicates (control) for each time point (0, 6, 12, 24 and 48 hr) were also included. Uninfected cells were treated with the same volume of heat inactivated infection media without bacteria. After 0, 6, 12, 24 and 48 hr, the media were removed, cells washed once in Hank’s balanced salt solution 1X (HBSS 1X; Wisent) without trypsinisation, harvested in 1 mL of lysis/binding buffer (mirVana miRNA Isolation Kit, Ambion Inc., Austin, TX, USA) and stored at -80°C until RNA extraction.

### Total RNA isolation and library construction

Total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion^®^, life technologies, USA) following manufacturer’s protocol. The concentration and purity of the isolated RNA was checked by NanoDrop^®^ ND-1000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA). The quality of RNA was further assessed with the RNA 6000 Nano Labchip Kit using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). All the 39 RNA samples had a RNA integrity number (RIN) of 9.7-10 and were stored at -80°C until further analysis.

Equal amounts (330 ng) of total RNA from triplicate samples at the same time point were pooled to construct small RNA library using the TruSeq Small RNA Sample Preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instruction. PCR amplification was performed for 13 cycles. In total, 13 small RNA libraries were constructed and pooled in equal amounts for gel purification and sequencing. Sequencing was carried out on the HiScan SQ system (Illumina) using the TruSeq™ SBS kit v3 (50 cycles, Illumina). Real-time analysis and base calling was done using the HiSeq Control Software Version 1.4.8 (Illumina).

### Small RNA sequence analysis

Low-quality reads were removed from the raw reads using CASAVA 1.8 based on chastity. After trimming the 3′ adaptor sequence by a perl script (“clip_adapters.pl”) provided by miRDeep2 software (version 2.0.0.5), small RNA reads with 18–30 nts in length from all libraries were extracted and pooled to identify known and novel miRNAs using miRDeep2 with the default parameters [28]. All reads were aligned to the bovine genome (2009, UMD3.1) with Bowtie (allowing 1 mismatch) [55] and reads that mapped to bovine rRNAs, tRNAs, and snoRNAs in the Rfam RNA family database [56] were discarded. The remaining reads were scored by miRDeep2 as known or potential novel bovine miRNAs. Small RNAs that mapped only to genomic repeat loci were removed. The lowest score cut-off of 5 that yielded a signal-to-noise ratio of 16.2 [28] was used for novel miRNA predication and small RNAs with higher scores than threshold were regarded as potential novel miRNAs. Furthermore, small RNAs having lower scores than cut-off but more than 10 reads in total [30] were further analyzed as miRNA candidates. Small RNAs < 20 nucleotides in size were ignored because of higher false-positive discovery rates and the remaining novel miRNAs and miRNAs candidates were further annotated using Blastn [57] (word size = 6). Conserved novel miRNAs were classified as homologous known miRNAs or orthologous known bovine miRNAs and named according to the following guidelines: (1) it matches > 90% identity and > 90% of the length of a known animal miRNA (miRBase Release 19), or (2) it precursor aligns to any precursor of a known miRNA with > 70% identity and > 75% sequence coverage [58]. In addition, a huge bovine specific miRNA family (bta-miR-2284, miRBase Release 19) containing more than 80 members, shows very high similarity in their precursor sequences. Therefore, novel miRNAs were regarded as new members of bta-miR-2284 family if their precursors were clustered by CLUSTAL W [59] with bta-miR-2284 precursors. Non-conserved novel miRNAs were also named and inputted into miRBase, while the remaining miRNA candidates that didn’t follow any of the categories above were not further analyzed.

The expression of miRNAs (known and novel miRNAs) for each library was calculated by miRDeep2 using the Quantifier module [28]. Reads that mapped equally well to the positions of two or more mature miRNAs were divided equally to the read counts of those mature miRNAs. To investigate the regulation of miRNAs in MAC-T cells in response to stimulation by pathogens, miRNA expression in challenged cells at different time points were compared to expression in unchallenged cells (controls) at the same time point using DEseq and raw reads as suggested [29]. DEseq allows a P-value to be determined in the absence of any available biological replicates, by treating the two conditions as replicates, under the assumption that only a small proportion of transcripts are differentially expressed [29]. Similarly, miRNA regulation in control cells over time was determined by comparing expression levels at different time points and 0 hr.

### Target gene prediction and pathway analysis

The putative target genes of differentially expressed miRNAs were predicted using Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems Inc., Redwood City, CA, USA). IPA uses a miRNA target filter that depends on experimentally validated gene-miRNA interactions from TarBase database (http://diana.cslab.ece.ntua.gr/tarbase) and miRecords (http://mirecords.biolead.org/), and the presence of conserved 8mer and 7mer sites on 3 prime untranslated regions (3′UTR) of genes that match the seed region of each miRNA from TargetScan (http://www.targetscan.org). Additionally, manually curated findings within the IPA knowledgebase are also used. Predictions returned by IPA are either experimentally validated interactions, high or moderate interactions between the 8mer/7mer seed regions of miRNA that match sites on 3′UTR of genes. In this study, only genes showing high predictions and experimentally validated interactions were further analysed. Predicted gene targets were imputed into the Database for Annotation, Visualization and Integrated Discovery (DAVID version 6.7, http://david.abcc.ncifcrf.gov/) for gene ontology (GO) functional annotation and pathway analysis.

### Quantitative PCR and data analysis

Five differentially expressed miRNAs (bta-miR-193a-3p, miR-423-5p, miR-21-3p, miR-365-3p and miR-486) were validated by quantitative RT-PCR using TaqMan^®^ miRNA Assays following manufacturer’s recommendations (Applied Biosystems, Foster City, CA, USA). Briefly, cDNA was reversely transcribed from 10 ng of total RNA using 5 × specific miRNA RT primer for each miRNA. PCR products were amplified from cDNA samples using 20 x TaqMan^®^ miRNA Assays. Fluorescence signals were detected on an ABI StepOnePlus Real-time PCR System (Applied Biosystems). Triplicates for each reaction were performed. 

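Over the 13 libraries, bta-miR-192 had a mean of 3129 CPM and ranged from 2882 CPM in the control library at 48 h to 3439 CPM in the S. aureus library at 6 h. Its coefficient of variation was 5.14%, the lowest of the 284 miRNAs, in CPM as deposited. With the paper's procedure on the estimated reads, which rescales each pair, it was above control in every challenged comparison. The ratio went from 1.03 in E. coli at 24 h to 1.45 in S. aureus at 6 h, and none was called. According to Table S1, its hairpin lies on chromosome 29 of UMD3.1 from 43731679 to 43731743, and its mature sequence is CUGACCUAUGAAUUGACAGCC.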

Bovine miR-192 was used as internal control since it was the best stable miRNA detected by sequencing (C.V =5.14%). The relative expression of target miRNA was calculated following the formula:

ΔCt_target miRNA_ = Ct_target miRNA_–Ct_internal control_. The control group at each time point was selected as a calibrator in each comparison group for the relative quantification. The relative expression of miRNA in a sample normalized to internal control and relative to the calibrator was calculated as follows: Relative expression _target miRNA_ = 2^-ΔΔCt^, where ΔΔCt = ΔCt _target miRNA, sample_ -ΔCt_target miRNA, calibrator_. T-test (SAS version 9.2, 2008) was used to compare the difference between each comparison group. Significant differential expression was declared at P < 0.05.

### Availability of supporting data

All the sequencing data sets supporting the results in this study have been deposited in the publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE51979 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51979).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LLG, WJ, EMIA and XZ designed the experiments and wrote the paper. WJ constructed the libraries and carried out the qRT-PCR. GL did the data analysis and contributed to manuscript writing. EMIA performed target gene predictions and pathway analysis. FB performed the cell culture experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Known miRNAs identified in MAC-T cells challenged with or without *E. coli* or *S. aureus* bacteria by miRDeep2. This table contains three sheets. Click here for file

Additional file 2: Table S2 Novel miRNAs predicted by miRDeep2 in MAC-T cells challenged with or without *E. coli* or *S. aureus* bacteria. Click here for file

Additional file 3: Table S3 miRNA candidates detected in MAC-T cells challenged with or without *E. coli* or *S. aureus* bacteria by miRDeep2. Click here for file

Additional file 4: Figure S1 New members of bta-mir-2284 family identified from precursors of miRNA candidates. The precursors of miRNA candidates were clustered by CLUSTAL W. Click here for file

Additional file 5: Figure S2 Correlations in miRNA expression between libraries. Click here for file

Additional file 6: Figure S3 Confirmation of the expression of bta-miR193a-3p and miR-423-5p in control cells by qRT-PCR. Click here for file

Additional file 7: Table S4 Predicted target genes of differentially expressed miRNAs in MAC-T cells challenged with *E. coli* or *S. aureus* bacteria. This table contains 15 sheets. Click here for file

Additional file 8: Table S5 KEGG pathways and disease terms significantly enriched by target genes of differentially expressed miRNAs during *E. coli* or *S. aureus* challenge of MAC-T cells. Click here for file

# Supplementary material for: Transcriptome microRNA profiling of bovine mammary epithelial cells challenged with Escherichia coli or Staphylococcus aureus bacteria reveals pathogen directed microRNA expression profiles
**Source:** BMC Genomics. 2014 Mar 7;15:181. doi: 10.1186/1471-2164-15-181
**Supplement:** Additional file 8: Table S5 — KEGG pathways and disease terms significantly enriched by target genes of differentially expressed miRNAs during E. coli or S. aureus challenge of MAC-T cells.

**Table S5:** Kegg pathways and disease terms significantly enriched by target genes of differentially expressed miRNAs during *E. coli* or *S. aureus* challenge of MAC-T cells.

*P-Value: The significance of gene-term enrichment with a modified Fisher's Exact Test

**Benjamini P-Value: Globally corrects enrichment p-values in order to control family-wide false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

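Small RNA was sequenced from MAC-T cells in 13 libraries: control cells at 0, 6, 12, 24 and 48 h, and cells challenged with heat-inactivated E. coli or S. aureus at 6, 12, 24 and 48 h. Each condition had 1 library, made from the pooled RNA of 3 wells, so no condition has replicate libraries. The authors trimmed the 3' adaptor, kept reads of 18 to 30 nucleotides, aligned them to the bovine genome UMD3.1, discarded rRNA, tRNA and snoRNA reads and counted miRNA reads with the Quantifier module of miRDeep2, dividing reads that matched several mature miRNAs equally among them. The deposited values are CPM, scaled by the authors to the miRNA reads of each library, to 2 decimals, for 282 known and 89 newly predicted miRNAs.

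The total of miRNA reads of each library was estimated from the CPM values below 60, as the smallest total at which the share of these values that were whole multiples of 1 read came within 0.1 of the largest share found for any total. A value was taken as whole if it lay within 0.0051 CPM of a whole multiple of 1 read. By this rule, between 71.8% and 77.6% of the low values were whole reads. The remainder were fractions of reads, so whole reads could not be recovered throughout, and tools that need counts were not used on these values. The estimated totals ranged from 339095 to 1091850 reads, with a median of 755421 in control, 677902 in E. coli and 621900 in S. aureus libraries, and lay within 1 read of the pooled read numbers of Table 1. One read was worth 0.916 to 2.95 CPM and 3 reads 2.75 to 8.85 CPM. Shares of pooled or single libraries were given with 95% Wilson intervals, which cover counting error only.

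The 284 miRNAs with more than 10 CPM in at least one library were analysed with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1, and plotted with matplotlib 3.10.9. CPM values were used as deposited, without further scaling. Fold changes were ratios of CPM values without a pseudocount. Tests used log2(CPM + 1). For comparisons of 1 library with 1 library, the 12 libraries at 6 to 48 h were fitted in limma with time point and treatment as additive terms, which left 6 residual degrees of freedom, and the moderated variance with a mean-variance trend was used as the spread of the difference. A miRNA was called at an unadjusted p under 0.05, the limit of the paper, and Benjamini-Hochberg adjusted values were computed beside it. The additive model counts any response that changes with time as spread. For effects averaged over the 4 time points, limma compared the 4 libraries of a treatment with 4 others, with time point as a block, and a trend over 6 to 48 h was fitted on log2 of the time with treatment as a block, both at a Benjamini-Hochberg adjusted p under 0.05.

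The analysis plan had named the negative binomial procedure of the paper (DESeq without replicates) as the test for single comparisons. For a normalized unit such as CPM it foresaw the recovery of whole reads where possible, and it did not name limma for these comparisons. Whole reads were recovered only in part, so limma took the procedure's place, which departs from the plan. The procedure was written out anew and run on reads estimated from CPM and the library totals, as an alternative only. It did not reproduce all fold changes of the paper. For bta-miR-2339 in S. aureus at 6 h it gave 5.31, above the value of Table 3. The median-of-ratios and trimmed-mean (TMM) factors were also written out anew, the latter with 30% of log ratios and 5% of mean expression values trimmed. Alternatives to the filter, scaling, pseudocount, reference library, block and dispersion were tried, and each time point was left out in turn. The miRNAs named are those named in the paper's results, tables or Fig. 2, and, for each test over several time points, the 3 miRNAs with the smallest p in each direction among those past the limit.

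The tests were also tested on simulated data with 284 miRNAs, of which 60 were changed 3-fold. The changed miRNAs were drawn from those with a mean above 100 CPM. The single comparison called 95.0% of the changed and 3.57% of the unchanged miRNAs. In a comparison without any change it called 1.06%, fewer than an unadjusted p under 0.05 allows. Comparisons with a library outside the fit, such as 0 h, were not simulated. The test over 4 time points called 100% of the changed and 1.34% of the unchanged miRNAs, but 20.54% of the unchanged ones when the values were scaled to totals that the changes themselves moved. The trend test called 100% and 0.45%.

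Genome positions are those of UMD3.1 in Tables S1, S2 and S3. The qPCR values are the paper's Table 4, and the control qPCR series, tRNA, rRNA and snoRNA reads, miRNA targets and raw reads were not analysed here.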

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

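The tests of depth over time and all tests of the S. aureus library at 6 h in this part were chosen only after the result was seen. Each of the 4 results below includes miRNAs that the paper does not name, and those given by name include some that it does. Across 12 groups of libraries, set by treatment and measure, 0 held a library that stood out from its group by its gap to the nearest library, and of 20 miRNAs compared between the pathogens, 0 moved in opposite directions at every time point.

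Averaged over the 4 time points, 8 of 284 miRNAs differed between E. coli and control libraries with an adjusted p under 0.05 from limma (2 higher and 6 lower), and 4 of these are not named in the paper. bta-miR-99b was lower by a log2 change of -0.37 (adjusted p = 0.00318 from limma), bta-miR-335 by -0.44 and bta-miR-106b by -0.36, and bta-miR-21-3p was higher by 0.51 (adjusted p = 0.0152 from limma) and bta-miR-148a by 0.25. Each had its direction at 4 of 4 time points. Of the 8 ways to swap control and E. coli libraries within time points, 1, the real one, gave as many miRNAs, which is the smallest share this design allows. At an unadjusted p under 0.05 from limma, the real arrangement gave 50 miRNAs and the others from 4 to 24. At the adjusted limit, 3 miRNAs remained with TMM factors. With median-of-ratios factors the 7 that passed were 5 higher and 2 lower, so the balance of directions depends on the scaling. A response to E. coli cannot be told apart from a chance arrangement of these libraries, since 8 arrangements allow no smaller share. The lower miRNAs cannot be told apart from the scaling either. The higher ones numbered 2 as deposited, 2 with TMM factors and 5 with median-of-ratios factors. Both sets of factors raised the E. coli to control ratio at each of the 4 time points. Their number could therefore hardly fall, and it does not decide whether scaling accounts for them.

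For S. aureus, 37 of 284 miRNAs differed from control over the 4 time points (4 higher and 33 lower), and 25 of these are not named in the paper. bta-miR-125a was lower by a log2 change of -0.48 (adjusted p = 0.0319 from limma), bta-miR-106b by -0.55 and bta-miR-99b by -0.56, and bta-miR-21-3p was higher by 0.54 (adjusted p = 0.0433 from limma), bta-miR-182 by 0.31 and bta-let-7i by 0.30, each at 4 of 4 time points. The real arrangement was 1 of 8 with as many miRNAs, again the smallest share possible. At an unadjusted p under 0.05 from limma, the real arrangement gave 84 miRNAs and the others from 1 to 15. At the adjusted limit, 7 miRNAs passed with median-of-ratios factors, 6 higher and 1 lower, and 12 with TMM factors, 6 in each direction. A candidate explanation for the excess of lower miRNAs is therefore the scaling to library totals, and this excess cannot be told apart from scaling. The higher miRNAs numbered 4 as deposited and 6 with either set of factors. Both sets of factors raised the S. aureus to control ratio at each of the 4 time points. Their number could therefore hardly fall, and it does not decide whether scaling accounts for them. With 8 arrangements, chance cannot be excluded for either direction.

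Over 6 to 48 h, 70 of 284 miRNAs had a trend on log2 time in the 12 libraries (41 up and 29 down), and 52 of these are not named in the paper. Those with the smallest p were bta-miR-92b (log2 slope -0.27, adjusted p = 2.61e-05 from limma), bta-miR-140 (-0.22) and bta-let-7i (-0.16) among the falling, and bta-miR-210 (0.22, adjusted p = 0.000384 from limma), bta-miR-320a (0.22) and bta-let-7e (0.15) among the rising, each with its direction in 3 of 3 treatment series. Of 100 arrangements of the time points within treatments, the real one included, 1 gave as many miRNAs, and the largest other count was 8. After removal of the GC trend of each library, a share of 0.794 of the miRNAs past the limit (54 of 68 with a sequence) stayed past it. Library totals were not clearly related to time over the 12 libraries (Spearman rho 0.367, permutation p = 0.249; Pearson r 0.468, permutation p = 0.13; both 0.249 after Benjamini-Hochberg adjustment over the 2; r 0.433 without the 2 libraries farthest in time). The totals were nevertheless lowest at 6 h in all 3 series (742848 reads in control, 634947 in E. coli and 339095 in S. aureus). With the 12 libraries thinned to the depth of the smallest, a median share of 0.7 of the 70 miRNAs (49, and 41 to 59 over 100 draws) stayed past the limit. Chance, GC content and depth thus leave most of the trend in place, but time points were harvested separately, so a harvest effect that follows time cannot be told apart from growth, and a change of the cells over time is a hypothesis.

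At 6 h, 89 of 284 miRNAs were called between the S. aureus and control libraries at an unadjusted p under 0.05 (17 higher and 72 lower), of which 70 are not named in the paper, and 0 at an adjusted p under 0.05. This library had the fewest reads, but thinning the E. coli library at 6 h to the same depth gave a median of 11 calls over 100 draws (5 to 19), so depth alone did not give 89. After removal of GC trends a share of 0.839 of the calls stayed (73 of 87). With median-of-ratios factors a share of 0.584 stayed (52 of 89). The total with rescaled values was 72 calls for median-of-ratios and 74 for TMM factors. With one dispersion curve from all 13 libraries, which also rescales the values, 14 were called. Of these, bta-miR-29a, bta-miR-335 and bta-miR-un7 were lower than control and the others higher. The excess of lower miRNAs thus depends on the procedure. The S. aureus library at 6 h had the lowest mean R2 of log2 values with the other libraries (rank 1 of 13, 0.943). On the linear scale the control library at 0 h was the lowest (0.960), and the gap to the other S. aureus libraries was within the limit used above, so whether this library stands apart is not settled. With 1 library, an early response to S. aureus cannot be told apart from a difference in the preparation of this library.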

How the results depend on the processing

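The choices in this part were made before the data were examined, except the pseudocounts of 0.1 and 10 CPM, the paper's procedure on estimated reads and the unsquared r, which were chosen only after the data were seen. The paper's procedure itself had been planned as the test for single comparisons, with whole reads recovered where possible. For these comparisons limma had not been planned. Whole reads were recovered only in part, and what was chosen later is the use of the procedure on estimated reads as an alternative. The single dispersion curve was run on these estimated reads as well. The edgeR exact test and the DESeq2 Wald test were not run, since whole reads were not recovered.

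With adjusted p in place of unadjusted p, the calls in control at 2 or more time points fell from 63 to 12, and the calls in each of the 8 challenged comparisons and in their union fell to 0, from 125 at an unadjusted p under 0.05 for the union. With one dispersion curve from all 13 libraries, the count was 17 in control, 1 at 6 h, 1 at 12 h, 2 at 24 h and 1 at 48 h for E. coli, 14, 2, 1 and 7 for S. aureus, and 24 in the union. With the paper's procedure on estimated reads, it was 7 in control, 5 at 6 h, 5 at 12 h and 3 at 48 h for E. coli, 2 at 6 h, 5 at 12 h and 2 at 48 h for S. aureus, and 19 in the union. Median-of-ratios factors gave 1 call for E. coli at 6 h, and TMM factors 1 at 6 h and 7 at 48 h. With miRNAs above 100 CPM, E. coli had 5 calls at 12 h and S. aureus 4 at 12 h. The order of E. coli and S. aureus at 6 h thus depended on the dispersion: 2 and 89 with limma, 1 and 14 with one curve, and 5 and 2 with a curve for each pair. For the other changes the cause was not tested.

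Over the 4 time points, the count for E. coli went from 8 to 3 with TMM factors, 1 with miRNAs above 100 CPM and 5 with a pseudocount of 0.1 CPM. It was 0 without the block (16 at an unadjusted p under 0.05) and 0 with all 12 libraries in one fit (19 unadjusted). For S. aureus it went from 37 to 7 with median-of-ratios factors, 12 with TMM factors, 4 with a pseudocount of 0.1 CPM and 0 without the block (53 unadjusted). It was 36 with all miRNAs with a read, 42 with miRNAs above 100 CPM, 43 with a pseudocount of 10 CPM and 53 with all 12 libraries in one fit (6 higher and 47 lower), so these did not lower it by much or raised it. For either pathogen it was 2 with miRNAs above 100 CPM, against 0 (65 unadjusted). The trend count was 41 without the block, against 70. Across the fits that each left out one time point, the count ranged from 0 to 8 for E. coli, 0 to 45 for S. aureus, 0 to 12 for either pathogen, 0 to 1 between the pathogens and 26 to 49 for the trend. The cause was not tested.

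The R2 of the 0 h and 48 h control libraries was 0.95362 with log2(CPM + 1), 0.94018 with the squared Spearman correlation, 0.9615 as unsquared r and 0.87919 without the 18 miRNAs of Table 1, against 0.92448. The share of the 18 miRNAs was 78.7875% as the unweighted mean and 78.4% of all listed reads, against 78.56%. Of the 21 pairs with a qPCR p under 0.05, 16 had the same direction, against 29 of 40.

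Among fold changes, 7 that lay close to 1 moved above 1, each given with median-of-ratios factors, TMM factors and the paper's procedure in this order. For bta-miR-193a-3p in E. coli at 12 h they were 1.061, 1.027 and 1.056. For bta-miR-365-3p, they were 1.072, 1.01 and 1.078 in S. aureus at 12 h, and 1.002, 1.008 and 1.001 in E. coli at 24 h. For bta-miR-486 at 12 h, they were 1.045, 1.011 and 1.042 in E. coli, and 1.07, 1.008 and 1.075 in S. aureus. For bta-miR-423-5p at 48 h, they were 1.087, 1.078 and 1.083 in E. coli, and 1.107, 1.075 and 1.128 in S. aureus. Beside these 7, with the paper's procedure bta-miR-30c in E. coli at 12 h was 1.01 and bta-miR-99b in S. aureus at 12 h was 1.03, against CPM ratios below 1. The mean of the 3 libraries at 6 h (control, E. coli and S. aureus) was also used as the reference. With it, bta-miR-423-5p in control was 0.727 at 12 h, 0.437 at 24 h and 0.555 at 48 h, and bta-miR-un116 was 1.036 at 12 h. The cause was not tested.

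Of the remaining values of named miRNAs under the alternatives, 643 fold changes kept their direction and their side of the limit, 42 were no longer called, 21 became called and 11 without a test moved. In the models over several time points, 144 kept both, 54 were no longer past the limit and 0 reversed. Depth limits the low values: at 339095 reads, 3 reads are 8.85 CPM, close to the filter of 10 CPM, and the S. aureus value of bta-miR-499 at 12 h is 1 read.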

Differences from the paper's values

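The unsquared r was chosen only after the values were seen. The paper's procedure itself had been the planned test for single comparisons, with whole reads recovered where possible, and limma had not been planned for them. Whole reads were recovered only in part. Running the procedure on reads estimated from CPM, as an alternative to limma, was chosen only after the values were seen, and only this is meant below. The single dispersion curve was set as an alternative beforehand, but it was run on the same estimated reads. The alternatives set before the data were examined are named as such below. For counts of miRNAs, a gap is called closed where the count lay within a factor of 1.5 of the paper's count, so a difference can remain.

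In control cells, limma called 63 miRNAs at 2 or more time points against the paper's 5. None of the alternatives set before the data were examined closed the gap, and the paper's procedure on estimated reads, chosen after seeing the values, gave 7. For E. coli, the counts were 2 at 6 h against the paper's 6, 8 at 12 h against the paper's 4, and 11 at 48 h against the paper's 2. For 12 h, the alternative with miRNAs above 100 CPM, set before the data were examined, gave 5 and closed the gap, and the others did not. For 6 h and 48 h none of the alternatives set before the data were examined did. The paper's procedure on estimated reads, chosen after seeing the values, gave 5 at 6 h, 5 at 12 h and 3 at 48 h.

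For S. aureus, the counts were 89 at 6 h against the paper's 1, 11 at 12 h against the paper's 4, 9 at 24 h against the paper's 5 and 36 at 48 h against the paper's 4. For 12 h, miRNAs above 100 CPM gave 4, and for 24 h median-of-ratios factors gave 7, TMM factors 7 and miRNAs above 100 CPM 6, which closed the gap, and the other alternatives did not. For 6 h and 48 h none of the alternatives set before the data were examined closed it. The paper's procedure on estimated reads, chosen after seeing the values, gave 5 at 12 h and 6 at 24 h, and 2 at 6 h and 2 at 48 h, which did not close the gap. In the union of the 8 comparisons, limma called 125 miRNAs against the paper's 17. One dispersion curve from all 13 libraries gave 24 and closed the gap, the other alternatives set before the data were examined did not, and the paper's procedure on estimated reads, chosen after seeing the values, gave 19.

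The R2 between the control libraries at 0 h and 48 h was 0.924 against the paper's 0.961. None of the alternatives set before the data were examined closed the gap, and the unsquared r, chosen after seeing the values, was 0.9615.

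The paper states that the number of regulated miRNAs fell with time in E. coli and rose with time in S. aureus. By limma the counts were 2, 8, 5 and 11 for E. coli and 89, 11, 9 and 36 for S. aureus at 6, 12, 24 and 48 h. It states that bta-miR-423-5p in control cells was back at its 0 h level by 24 h, where the ratio was 1.55, and 1.96 at 48 h. It gives bta-miR-193a-3p as the most regulated miRNA after challenge. The log2 difference of bta-miR-193a-3p found here was -2.45 in S. aureus at 48 h. That of bta-miR-499 in S. aureus at 12 h was -3.45, but at about 1 read in S. aureus. This is below the 3 reads taken as detectable, so the size of the difference is uncertain and the ranking is left open. The paper describes the fall of bta-miR-30c in S. aureus as delayed, while limma called it at 6 h with a fold change of 0.701. It lists bta-miR-99b for S. aureus alone and bta-miR-148a for E. coli alone, while limma called bta-miR-99b in E. coli at 48 h (0.706) and bta-miR-148a in S. aureus at 6 h (1.27). It gives bta-miR-21-3p in S. aureus at 24 h as regulated, which limma did not call (1.53).

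With the paper's procedure on estimated reads, chosen after seeing the values, the counts at 6, 12, 24 and 48 h were 5, 5, 4 and 3 for E. coli and 2, 5, 6 and 2 for S. aureus. It did not call bta-miR-423-5p in control cells at 24 h (1.40) or 48 h (1.77), bta-miR-30c in S. aureus at 6 h (0.883), bta-miR-99b in E. coli at 48 h (0.769) or bta-miR-148a in S. aureus at 6 h (1.61). It called bta-miR-148a in S. aureus at 12 h (1.39) and bta-miR-21-3p in S. aureus at 24 h (1.62).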

Other observations

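The test of the 0 h library and the use of the single dispersion curve to test an explanation were chosen only after the result was seen, while the curve itself was an alternative set beforehand.

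The paper's procedure takes its dispersion from the 2 libraries it compares. In the pair of E. coli and control libraries at 6 h its curve reached a variation of 7.9% and in the pair of S. aureus and control 22.9%, against 17.6% for one curve from all 13 libraries. With that single curve the calls at 6 h were 14 for S. aureus and 1 for E. coli. Thinning the E. coli library at 6 h to the depth of the S. aureus library (53.4% of its reads) left more calls than the 2 for S. aureus in 100 of 100 draws (3 to 5), so depth did not produce the lower S. aureus count. A candidate explanation is that differences between the 2 libraries entered the dispersion and raised the limit for a call. Whether those differences are biological cannot be told with 1 library per condition.

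In the direct comparison of E. coli with S. aureus over the 4 time points, 0 of 284 miRNAs had an adjusted p under 0.05 and 20 an unadjusted p under 0.05. A count of 0 is reached by every arrangement, 8 of 8, and so tells nothing, while at the unadjusted limit 1 of the 8, the real one, gave at least 20, which is the smallest share possible. For either pathogen against control, 0 had an adjusted p under 0.05 and 65 an unadjusted p under 0.05, and 81 of 81 arrangements gave as many, again since the count is 0. At the unadjusted limit, 3 of the 81 arrangements gave at least 65. The largest count, 76, came from setting the 4 S. aureus libraries against the control and E. coli libraries. Only that arrangement had miRNAs with an adjusted p under 0.05 from limma, and it had 12. It compares S. aureus with control and E. coli together, so it does not isolate a difference between the pathogens. In the direct comparison of the pathogens, no difference was detected at an adjusted p under 0.05, and 8 arrangements cannot tell the 20 apart from chance. In libraries simulated with a variation of 10%, the test of a pathogen against control over 4 time points called 100% of the miRNAs changed 3-fold. The dispersion curve from all 13 libraries reached a larger variation, 17.6%. Smaller changes and the comparison between the pathogens were not simulated. The simulation therefore does not decide whether differences between the pathogens were missed.

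Fold changes for E. coli and S. aureus are divided by the same control library. The correlation of log2 changes across miRNAs, which are not independent replicates, was compared with those obtained when the E. coli or the S. aureus library was the shared one. It was largest with the shared control at 2 of 4 time points (0.541 at 12 h and 0.612 at 24 h), though at 12 h the value with the S. aureus library shared, 0.537, was nearly the same. At 6 h it was 0.234 with the control and 0.791 with the S. aureus library shared, and at 48 h 0.361 and 0.688. The similarity of both responses at 12 and 24 h cannot be told apart from noise in the control libraries.

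In control cells against 0 h, the 5 miRNAs of Fig. 2 kept a share of at least 0.834 of each log2 change beyond 0.5 after removal of the GC trend. The GC trend was weak in these comparisons (rho from -0.026 to 0.058 across miRNAs). There was thus little to remove, and the high share tells little. For bta-miR-193a-3p, the slope of log2 CPM on hours was 0.0321 over 6 to 48 h and 0.0522 over 0 to 48 h, a ratio of 0.615, and a share of 0.483 of the log2 rise came after 6 h. The rise therefore rests in part on the single 0 h library, and a peculiarity of that library cannot be told apart from an early change in the cells.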
